# Identification of differentially expressed mRNAs and miRNAs in spermatozoa of bulls of varying fertility

**DOI:** 10.3389/fvets.2022.993561

**Published:** 2022-10-05

**Authors:** Eimear M. Donnellan, Jean-Philippe Perrier, Kate Keogh, Miriam Štiavnická, Caitríona M. Collins, Elaine M. Dunleavy, Eli Sellem, Naomi C. Bernecic, Patrick Lonergan, David A. Kenny, Sean Fair

**Keywords:** bovine, spermatozoa, RNA, male fertility, miRNA

## Abstract

Bulls used in artificial insemination, with apparently normal semen quality, can vary significantly in their field fertility. This study aimed to characterize the transcriptome of spermatozoa from high (HF) and low (LF) fertility bulls at the mRNA and miRNA level in order to identify potential novel markers of fertility. Holstein-Friesian bulls were assigned to either the HF or LF group (*n* = 10 per group) based on an adjusted national fertility index from a minimum of 500 inseminations. Total RNA was extracted from a pool of frozen-thawed spermatozoa from three different ejaculates per bull, following which mRNA-seq and miRNA-seq were performed. Six mRNAs and 13 miRNAs were found differentially expressed (*P* < 0.05, FC > 1.5) between HF and LF bulls. Of particular interest, the gene pathways targeted by the 13 differentially expressed miRNAs were related to embryonic development and gene expression regulation. Previous studies reported that disruptions to protamine 1 mRNA (*PRM1*) had deleterious consequences for sperm chromatin structure and fertilizing ability. Notably, *PRM1* exhibited a higher expression in spermatozoa from LF than HF bulls. In contrast, Western Blot analysis revealed a decrease in PRM1 protein abundance for spermatozoa from LF bulls; this was not associated with increased protamine deficiency (measured by the degree of chromatin compaction) or DNA fragmentation, as assessed by flow cytometry analyses. However, protamine deficiency was positively and moderately correlated with the percentage of spermatozoa with DNA fragmentation, irrespective of fertility group. This study has identified potential biomarkers that could be used for improving semen quality assessments of bull fertility.

## Introduction

The advent of genomic selection (1), has enabled more reliable identification of genetically elite bulls for use in artificial insemination (AI) programs, as soon as they reach puberty. However, one of the associated problems is that it provides little time for test inseminations prior to widespread use of the bulls' semen. While AI centers perform robust laboratory based semen quality controls, primarily based on motility and morphological based parameters of spermatozoa post-thawing, bulls can still vary significantly in their field fertility. Indeed, there can be up to 25% variation in conception rates among bulls used commercially for AI, all of which have passed routine semen quality controls (2). This has led to interest in the use of more detailed assessments of sperm kinematics using computer-assisted sperm analysis (CASA) as well as cellular function using flow cytometry. However, despite various multivariate and statistical approaches being developed, no single test nor combination of tests can reliably and consistently predict field fertility. This is evident from the work of both Sellem, et al. (3) and Bernecic, et al. (4) which could explain approximately 40 and 47%, respectively, of the variation in Holstein bull fertility through the assessment of flow cytometry and CASA-based parameters. A recent study by Narud, et al. (5) increased the explained variation in bull field fertility to 59% by adding the measurement of intracellular metabolites and selected trace elements (such as amino acids, Fe and Zn) in the spermatozoa of Norwegian Red Bulls (5). This suggests that other factors, such as specific biochemical and/or molecular characteristics of spermatozoa could explain some of the remaining variation, and their assessments could improve bull fertility prediction.

The acquisition of the full fertility potential of males post puberty requires a complex reorganization of the genomic and epigenomic architectures of sperm cell precursors during spermatogenesis and spermiogenesis, which involves the sequential transcription of thousands of genes. Recent advances in transcriptomics have revealed that mature spermatozoa not only carry the paternal haploid genome, but also deliver various types of RNAs into the oocyte, including messenger RNAs (mRNAs), as well as long and small non-coding RNAs, such as transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), Piwi-interacting RNAs (piRNAs), and microRNAs (miRNAs) (6, 7).

While once considered as only remnant transcripts produced during spermatogenesis, evidence now suggests that mRNAs are involved in capacitation, fertilization, and early embryogenesis (8). Numerous studies have been conducted to decipher the role of mRNAs in bull fertility, and have reported associations with the expression of certain mRNAs to the quality of semen and sire conception rate, such as the transcripts from genes *CRISP2, CCT8* and *PEBP1* (9), *AK1, IB5, TIMP2* and *PLCz1* (10) *PRM1* (11), *ADIPOQ, AR1* and *AR2* (12) *BMP2* and *TRADD* (13), *AQP7* (14), or *CB1* and *FAAH* (15). In a recent study using a RNA-seq approach, Card and colleagues identified 3,227 and 5,366 transcripts differentially expressed, respectively, in spermatozoa between high and low bull fertility populations (16).

While the transcription of mRNA is arrested by the time developing germs cells reach the late spermatid stage (17), accumulation of non-coding RNAs occurs both during spermatogenesis and during epididymal transit through the incorporation of epididymosomes (17), and it has been demonstrated that they play a fundamental role in regulating gene expression during early embryo development (18, 19). In particular, miRNAs function in RNA silencing and post-transcriptional regulation of gene expression. Similarly, to mRNAs, differential expression of miRNAs has been identified between bulls which differ in terms of fertility, such as bta-miR-502-5p and bta-miR-1249-3p (20), or bta-miR-15a and bta-miR-29b (21). Capra et al. (22) identified 83 differentially expressed miRNAs between bulls with high and low motile spermatozoa, with these miRNAs targeting biological pathways related to apoptosis. Recently, Turri, et al. (23) reported 13 differentially expressed miRNAs between HF and LF with miR-423-3p highly expressed among LF bulls, which is known to be associated with severe asthenozoospermia in human spermatozoa. In the same study, miR-191 had increased expression in HF bulls and has previously been positively associated with the fertilization rate of blastocysts (24).

While numerous studies have been conducted to catalog mRNAs and miRNAs which are involved in bull fertility, in many studies the fertility phenotype is unreliable. Factors contributing to this inaccuracy include (i) lack of sufficient divergence in the mean bull field fertility estimates employed, (ii) estimates based on too few inseminations, and (iii) in some cases RNA extracted from a single ejaculate, with well-established inter-ejaculate variation not considered (25). The population of bulls in this study was based on an adjusted sire fertility model calculated from at least 500 inseminations per bull with an average calving rate difference between high and low fertility groups of 13.1 % (26). To account for inter-ejaculate variation, a pool of straws from three ejaculates per bull were used for analysis. The aim of this study was to examine sperm mRNA and miRNA fingerprints and associated biological pathways between high and low fertility bulls.

## Materials and methods

### Ethical approval

All protocols were in accordance with the Cruelty to Animals Act (Ireland 1876, as amended by European Communities regulations 2002 and 2005) and the European Community Directive 86/609/EC. Ethical approval was not required as the semen was collected from animals under routine conditions as part of commercial practice and subset of semen straws were subsequently donated to this research project.

### Animals and semen collection

Mature Holstein-Friesian bulls with high (HF; *n* = 10) or low (LF; *n* = 10) fertility were selected from a population of 1,665 AI bulls. Bull fertility was based on adjusted fertility scores (26), calculated from a record of at least 500 inseminations (mea*n* = 13,292, mi*n* = 519, max = 100,288). HF bulls showed an average adjusted fertility score of +6.5%, whereas LF bulls showed an average fertility score of −6.6%. Sire fertility was defined as pregnancy to a given service identified retrospectively either from a calving event or where a repeat service (or a pregnancy scan) deemed the animal not to be pregnant. These raw data were then adjusted for factors including semen type (frozen, fresh), cow parity, month of service, day of the week when serviced, service number, cow genotype, herd, AI technician, and bull breed. The adjusted sire fertility index given for each bull was then weighted for the number of service records, resulting in an adjusted calving rate. The mean of the population was zero. Semen was collected at two AI centers in Ireland via an artificial vagina, frozen in 0.25 ml straws using a programmable freezer (Digitcool, IMV Technologies, L'Aigle, France) and stored in liquid nitrogen pending further analysis. All ejaculates passed quality control checks for motility (post thaw motility of >50% as assessed subjectively) and morphology (>70% normal sperm).

### Total RNA extraction

From each bull, two straws from three different ejaculates were pooled (i.e., 6 straws in total) to minimize transcript expression profile biases. The pools were centrifuged at 2,400 *g* for 7 min at room temperature (RT), and the supernatant discarded. The sperm pellet was resuspended in 1.5 ml somatic cell lysis buffer (SCLB, 0.1% SDS + 0.5% Triton X-100 in RNase-free H_2_O) to obtain a pure sperm cell population (27). After centrifugation and SCLB supernatant removal, the pellet was washed with phosphate-buffered saline (PBS). Total RNA was then extracted as described previously (7), with modifications. After washing, the pellet was resuspended in 98 μl RLT buffer (Qiagen, Hilden, Germany) with 2-mercaptoethanol. Then, 1 ml of TRIzol was added to the sperm pellet and homogenized by vortexing for 1 min, and incubated for 5 min at RT. To the lysate, 100 μl chloroform was added and mixed vigorously by hand for 15 s, and tubes were allowed to stand at RT for 3 min. The mixture was centrifuged at 12,000 *g* for 15 min at 4°C. After centrifugation, the upper aqueous layer containing RNA was transferred to a new 1.5 ml tube, to which 100 μl chloroform was added and the same process redone. 500 μl of isopropanol and 25 μl of glycogen was added to the aqueous solution and mixed gently. The mixture was kept overnight at −20°C. After centrifugation at 12,000 *g* for 15 min at 4°C, the supernatant was discarded, and 1.5 ml of 75% ethanol was added to the RNA pellet and centrifuged at 12,000 *g* for 15 min, 4°C. Ethanol was removed, and the RNA pellet was air-dried for 10 min to remove traces of ethanol. The pellet was dissolved in 44 μl of RNase-free H_2_O. Then, removal of traces of gDNA was performed by treatment with DNase (TURBO DNase; Ambion, Austin, TX, USA) for 30 min at 37°C. To remove the enzyme and its buffer, the extraction process was performed again. In the end, and after two washing steps with 75% ethanol, total RNA was eluted in 12 μl RNase-free H_2_O. RNA concentration was determined using the Qubit RNA HS Assay kit on the Qubit 4.0 Fluorometer (Invitrogen, Waltham, MA, USA).

### Quality controls before sequencing by RT-PCR

Studying sperm RNA primarily relies on extracting non-biased and good quality RNAs, which still presents several challenges (28, 29). As the quantity of RNA in spermatozoa is exceptionally low compared to somatic cells, on the femtogram scale, the quantity of both coding and non-coding RNAs in spermatozoa is about 200 fold lower than in somatic cells; Goodrich et al. (30) and the analysis of sperm RNAs is prone to bias. Potential sources of cellular contamination, such as epithelial cells, leucocytes, and immature diploid spermatocytes, need to be removed from the samples. Among the various methods available (31), we chose somatic cells lysis using SCLB treatment, since its efficacy is known (32). Sperm RNA purity was confirmed by RT-PCR, a method which we also employed to assess RNA quality after extraction, as spermatozoa do not contain intact 18S and 28S ribosomal RNA, preventing calculation of the RNA Integrity Number (RIN).

Three nanograms of total RNA was reverse-transcribed and amplified using the OneStep RT-PCR kit (Qiagen) according to the manufacturer's instructions and using 40 amplification cycles. Primers were designed using Primer-BLAST (33), with the bovine reference genome ARS-UCD1.2. Genomic DNA contamination was tested using intron-spanning primers specific to the bovine protamine 1 (*PRM1*) gene. The positive control was a purified bovine genomic DNA extracted from sperm cells, following a protocol previously described (34). Absence of leucocytes, epithelial and germ cell contamination was tested using primers targeting protein tyrosine phosphatase receptor type C (*PTPRC*), cadherin-1 (*CDH1*) and mast/stem cell growth factor receptor Kit (*KIT*), respectively, as these genes are not expressed in sperm cells. RNA extracted from bovine uterine samples was used as positive control. For each RT-PCR run, negative controls were added and consisted of RT-PCR mix without template RNA. All primers were supplied by Sigma (St. Louis, MO, USA), and their sequences are listed in Supplementary Table S2. The PCR products were separated by electrophoresis with 1.5% agarose, 0.5X Tris-acetate EDTA gel stained with SYBR safe gel stain (Invitrogen).

### mRNA and miRNA sequencing

Library preparations from total RNA and sequencing were carried out by GenomeScan (Leiden, The Netherlands). RNA concentration and the size distribution of the RNAs were determined using a Fragment Analyzer system (Agilent, Santa Clara, CA, USA). For mRNA-seq, library preparation was carried out using the NEBNext^®^ Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). For small RNA-seq, library preparation was performed using the NEBNext^®^ Multiplex Small RNA Library Prep kit for Illumina (NEB). Possible adapter dimers were removed using the Blue Pippin size selection. Both mRNA and small RNA libraries were sequenced on a NovaSeq6000 (Illumina, San Diego, CA, USA) according to manufacturer's instructions, using the following parameters: paired-end and 150 bp read length.

### mRNA-seq bioinformatics and data analysis

Raw sequencing reads were first checked for sequencing quality using FASTQC (version 0.11.8, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were then trimmed using Trimmomatic V0.30 (35) of Illumina TruSeq adapter sequences. Following removal of sequencing adapters, reads were aligned to the *Bos taurus* reference genome (ARS-UCD1.2 including the Y chromosome from Btau_5.1 assembly), using the read aligner TopHat [v2.0.14; (36)] with default settings. Based on the mapped locations in the read alignment files, the frequency of how often a read was mapped to a transcript was determined through HTSeq [v0.6.1.pl; (37)]. The number of read counts mapping to each annotated gene from HTSeq was then collated into a single file to be used for subsequent differential gene expression analysis. The R (version 2.14.1; (38)). Bioconductor package, EdgeR [version 3.26.7, (39)] was employed to undertake differential gene expression analysis of sequencing data. For this, mRNA reads were first converted to counts per million within EdgeR; any mRNA within samples that had less than one count per million (CPM) in at least half of the samples was subsequently removed from the analyses. For the retained mRNAs, their counts were normalized using the trimmed mean of M values (TMM) method. To test for differential mRNA expression between treatment groups, the normalized counts were modeled using a generalized linear model under a binomial distribution using moderated tagwise dispersions.

### miRNA-seq bioinformatics and data analysis

Raw sequence reads were firstly assessed for sequencing quality using FASTQC [version 0.11.8; (40)]. The Illumina sequencing adaptor was clipped off all the raw read sequences using Cutadapt [version 1.18, (41)]. Reads of lengths shorter than 15 bp, and longer than 28 bp were subsequently removed as short and long reads, respectively. The retained reads were then additionally filtered for other bovine short RNA species including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs) downloaded from https://rnacentral.org/. To profile miRNA expression in each sample, the miRDeep2 package [version 2.00.8, (42)] modules were used, together with the bovine reference genome (ARS1.2+y) and the known bovine mature miRNA sequences and their precursor sequences from the miRBase database [release 22.1, (43)]. The miRDeep2 mapper module (mapper.pl) was then used with default parameters to collapse reads of the sequences into clusters. Bowtie 1 [version 1.1.1, (44)] was then employed to align the collapsed reads to the indexed reference genome. Using default parameters, and input files including the reference genome, collapsed reads vs. reference genome alignment, known bovine mature miRNAs and their precursors sequences (including the hairpin structures), and *Bos taurus* (bta) as the species of interest, the miRDeep2 module (miRDeep2.pl) was used to quantify bovine miRNAs. Through this, the miRDeep2 quantifier module was used to quantify all expressed miRNAs in the sequence data, producing read counts for each individual sample.

Resultant read counts for each sample were merged into one file and subsequently assessed for differentially expressed miRNA using the R (v2.14.1) Bioconductor package, EdgeR (version 3.26.7) as previously described for mRNA. Target genes for differentially expressed miRNA were predicted using TargetScan [release 7.2, (45)], and the biological pathways in which the target genes are involved was revealed using the KEGG pathway analysis.

### Validation of the mRNA and miRNA-seq data by reverse-transcription—Quantitative PCR

To obtain sufficient RNA template for performing the validations of the mRNA-seq and miRNA-seq data by RT-qPCR, total RNA was extracted from a separate batch of straws, originating from the same ejaculates from the same bulls as for the mRNA-seq experiment.

RT-qPCR was carried out for five of the six differentially expressed genes (DEGs) that were identified by mRNA-seq: *PRM1, SCP2D1*, and *RBBP6*, and the 2 novel genes (no primers could be successfully designed for *SLC24A1*). RT reactions were performed using 20 ng of template RNA and the high-capacity cDNA reverse transcription Kit (Applied Biosystems, Waltham, MA, USA), following the manufacturers' instructions. Each sample reaction contained 1 μl of multiScribe reverse transcriptase, 2 μl of 10X RT random primers, 0.8 μl of 25X dNTP mix (100 mM), 2 μl of 10X RT buffer, 4.2 μl of nuclease free water and 10 μl of total RNA (at 2 ng/μl). The following program was used in a 2720 Thermal Cycler (Applied Biosystems): 10 min. at 25°C, 120 min. at 37°C, and finally 5 min. at 85°C. For real-time quantitative PCR (qPCR) reactions; primers were designed using Primer-BLAST (33) and with the bovine reference genome ARS-UCD1.2 (primers sequences can be found in Supplementary Table S3). Primer efficiencies were assessed using serial dilutions of pooled cDNA samples and were calculated to be >80% and <120 %. qPCR reactions were performed in triplicate using the TaqMan Fast Advanced Master Mix (Applied Biosystems) following the manufacturer's instructions. Each sample reaction contained 10 μl of 2X TaqMan Fast Advanced Master Mix, 1 μl of 10 μM primer mix, 7 μl of nuclease free water and 2 μl cDNAs. The following program was used: 20 s at 95°C, followed by 40 cycles of 3 s at 95°C and 30 s at 60°C in a 7500 Fast Real-Time PCR System v2.0.1 (Applied Biosystems). Resultant Ct values were then imported into GenEx software (v.5.2.7.44). Further processing of Ct values in GenEx included adjustment of Ct values to PCR primer efficiencies, averaging of qPCR repeats, normalization of expression values to those of the reference gene (*YWHAZ*) and calculation of relative gene expression values.

Due to low levels of expression, it was not possible to directly validate the differentially expressed miRNAs by RT-qPCR. 

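The abundance of the 13 miRNAs listed in Figure 3 was ranked among all miRNAs by mean TMM-normalized count over the 20 bulls. Their ranks ran from 37 to 447, with a median of 350, and 0 of them were among the 20 most abundant miRNAs. Together they made up 0.375% of the normalized counts per library. Nearly all of this came from bta-miR-146a, at 0.362% ± 0.165 (SD, n = 20 bulls). For 7 of the 13 the median was under 10 reads per library.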

Spermatozoa have low levels of miRNAs and the differentially expressed miRNAs were not the most abundant ones. Therefore, a technical validation of the miRNA-seq data was carried out by RT-qPCR on 2 miRNAs that were identified as highly expressed in all samples (bta-miR-100 and bta-miR-34c). bta-miR-125 was used as a reference miRNA as it was previously reported as being highly expressed in spermatozoa (46). This approach was similar to that taken by Sellem, et al. (7) and its aim was to demonstrate that the relative abundance of miRNAs is broadly consistent across miRNA seq and RT-qPCR. RT reactions were performed using 10 ng of template RNA and the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems), following the manufacturer's instructions. Each sample reaction contained 1 μl of multiScribe reverse transcriptase, 3 μl of 5X stem-loop RT primer, 0.15 μl of 100 mM dNTPs, 1.5 μl of 10X RT buffer, 0.19 μl of RNase inhibitor (20 U/μl), 4.16 μl of nuclease free water and 5 μl of total RNA (at 2 ng/μl). The following PCR program was used in a 2720 Thermal Cycler (Applied Biosystems): 30 min at 16°C, 30 min at 42°C, and finally 5 min at 85°C. For qPCR reactions, primers were retrieved from TaqMan MicroRNA assay (Applied Biosystems). Primer efficiencies were assessed using serial dilutions of pooled cDNA samples and were calculated > 80 % and < 120 %. qPCR reactions were performed in triplicate using the TaqMan Fast Advanced Master Mix (Applied Biosystems) following manufacturers' instructions for TaqMan MicroRNAs Assays. Each sample reaction contained 10 μl of 2X TaqMan Fast Advanced Master Mix, 1 μl 20 X TaqMan MicroRNA Assay primers, 4.5 μl of nuclease free water and 4.5 μl cDNAs. The following qPCR program was used: 20 sec at 95°C, followed by 40 cycles of 3 s at 95°C and 30 s at 60°C; in a 7500 Fast Real-Time PCR System v2.0.1 (Applied Biosystems). For the analysis, bta-miRNA-125 was used to normalize the data. Statistical analysis was carried out using the Kruskal-Wallis test (R version 2.14).

### Spermatozoa nuclear protein acid extraction and western blotting

The most expressed sperm-specific gene in the RNAseq analysis was *PRM1*, which had higher expression in spermatozoa from LF than HF bulls. Therefore, the objective was to assess the protein PRM1 level in spermatozoa from the HF and LF bulls. Sperm nuclear proteins were extracted according to de Yebra and Oliva (47). For each bull, semen from three separate ejaculates was pooled and the sperm concentration was determined prior to processing. Semen samples were washed twice in cold PBS containing 6 mM EDTA and 1 mM PMSF, followed by hypotonic wash in ddH_2_O with 6 mM EDTA and 1 mM PMSF. Sperm nuclear proteins were denatured for 30 min at RT in PBS containing 6 mM EDTA, 1 mM PMSF, 2.4 M guanidine hydrochloride and 100 mM DTT. One ml of 100% ethanol (−20°C) was then added and the sample was centrifuged at 12,000 *g* for 10 min at 4°C. The supernatant was then removed and discarded, and the gel-like pellet was washed twice in 1 ml of 100% ethanol. The pellet was then resuspended in 0.5 M hydrochloric acid and the nuclear proteins were acid-solubilized under agitation for 15 min at 37 °C. The samples were centrifuged at 12,000 *g* for 10 min and the supernatant containing the solubilized nuclear proteins was retained. Trichloroacetic acid was added to a final concentration of 40% and precipitated nuclear proteins were collected by centrifugation at 20,000 *g* for 20 min at RT. The pellet was washed twice in 100% acetone containing 1% 2-mercaptoethanol and then air-dried. Pellets were snap frozen in liquid nitrogen and stored at −80°C. Purified nuclear proteins were resuspended in methylene blue sample buffer containing 6 M urea and 5% acetic acid and incubated for 1 h at RT prior to loading onto 16% poly-acrylamide gels containing 6 M urea and 5% acetic acid. For each bull, a volume corresponding to 110,000 sperm cells was analyzed. Gels were run under reverse polarity at 120–150 V for 100 min. Separated proteins were transferred to 0.2 μm pore size PVDF membrane in a 0.7% acetic acid transfer buffer for 25 min at 340 mA. Membranes were blocked in TBS-Tween (0.1%) containing 5% milk for 1 h at RT followed by overnight incubation at 4°C with anti-PRM1 antibody (mAb Hup-1N, BriarPatch Biosciences, $\frac{1}{2}$,000 dilution). The signal intensities of PRM1 protein bands from each bull were quantified using Bio-1D Analysis Software (Vilbur Lourmat Fusion Fx6 EDGE imaging system). Following background subtraction, the sum of pixel intensities in a fixed area surrounding each band was determined. Data were pooled from two biological replicates, each with three technical repeats.

### Flow cytometric assessment of protamine deficiency and DNA fragmentation

The assessment of protamine deficiency and DNA fragmentation were performed on a CytoFLEX flow cytometer from Beckman Coulter (Labplan; Dublin, Ireland). CytoFLEX daily quality control fluorospheres (Beckman Coulter) were used prior to each experiment to verify the optical alignment. A sperm-specific population was gated following identification with side and forward scatter. For all assessments, 10,000 events were recorded (unless otherwise stated) and the area of the signal pulse was used during data collation. The collection and preparation of data for analysis was performed using the CytExpert software. For those parameters measured, an ejaculate from a single bull (reference sample) was included for each assessment to monitor day-to-day variation. Chromomycin A3 (CMA3) and Acridine Orange (AO) were sourced from Sigma Aldrich and Invitrogen, respectively.

CMA3 labeling of G-C regions of DNA was employed as an indirect assessment of protamine deficiency (as measured by the degree of chromatin compaction) (48). For this assessment, a protocol adapted from Fortes et al. (49) was used. Briefly, frozen-thawed spermatozoa were washed twice with PBS free of Ca^2+^ and Mg^2+^ (PBS; pH 7.0) *via* centrifugation (500 x g, 5 min). As a positive control, a reference sample was incubated with 5 mM DTT for 15 min at 37°C prior to washing with PBS. Following washes, samples were resuspended to 50 x 10^6^ sperm/mL with 0.25 mg/mL CMA3 in McIlvaine's buffer (17 mM citric acid, 164 mM Na_2_HPO_4_, 10 mM MgCl_2_.6H_2_O; pH 7.0) and incubated at RT, in the dark for 1 h. Prior to flow cytometric assessment, spermatozoa were washed with PBS (500 x g, 5 min) to remove excess CMA3 and diluted to 5 x 10^6^ sperm/mL. CMA3 was excited by a 405 nm laser and detected with 525/40 nm band-pass filter. Three populations (low, medium and high CMA3 labeling) were detected with this fluorophore as observed in a previous study (49), with high CMA3 labeling being indicative of protamine deficiency. The susceptibility of sperm chromatin to DNA fragmentation was assessed using AO. As a positive control for DNA fragmentation, a reference sample was incubated with 0.8 M HCl for 5 min at 37řC prior to assessment. Using one straw from the same ejaculates as used for RNA extraction (20 bulls, 3 ejaculates per bull), samples were prepared and stained with AO according to the protocol described by Evenson and Jost (50). AO was excited using a 488 nm laser and green and red fluorescence was detected with a 525/40 nm or 690/50 nm band-pass filter, respectively. During data acquisition, the flow rate was adjusted to approximately 200 events/s and 5,000 events (in the sperm-specific gate) were recorded for analysis. The population with high red and low green fluorescence was identified as spermatozoa with high DNA fragmentation.

### Statistical analysis of the western blot and flow cytometry data

In all experiments, the individual bull was the experimental unit. Western blot data were normalized using MIN-MAX scaling and statistical analysis was carried out using the Student's unpaired *t*-test (PRISM 8 software). All statistical analyses for CMA3 and DNA fragmentation were performed using R. Fertility ranking was set as a fixed effect in the model, whereas bull and ejaculate were included as nested random effects. Normality and homoscedasticity of the residuals were assessed for all models by use of Shapiro-Wilk test and Bartlett's test, respectively. Identification of statistical outliers was assessed by Cook's Distance and observations were removed when necessary. Pairwise comparisons between high and low fertility were determined using a Tukey adjustment. To determine the relationship between CMA3 and DNA fragmentation, a Pearson's product-moment correlation was performed using all data from individual ejaculates collected from HF and LF bulls. With the exception of the correlation, all data are presented as the mean ± s.e.m.

## Results

### Sperm RNA yield, quality, and purity

Total RNA extraction from the pooled bovine straws resulted in a recovery of an average RNA concentration of 62.6 ± 42.7 ng per sample, from 83.0 x 10^6^ ± 32.4 sperm cells. Contamination with genomic DNA was not detected by RT-PCR in any of the tested samples, nor was any RNA contamination arising from leukocytes, germ cells or epithelial cells (as demonstrated by the lack of amplification of *PRM1* at 322 bp, *KIT, PTPRC*, and *CDH1* in spermatozoa, respectively; Figure 1). Electrophoretic profiles obtained before library preparation exhibited an absence of intact 18S and 28S rRNA peaks, and a peak fragment size at 115 bp (data not shown). Together, this demonstrated that only RNAs originating from sperm cells were present in the samples, and that there was an absence of gDNA contamination.

**Figure 1:**
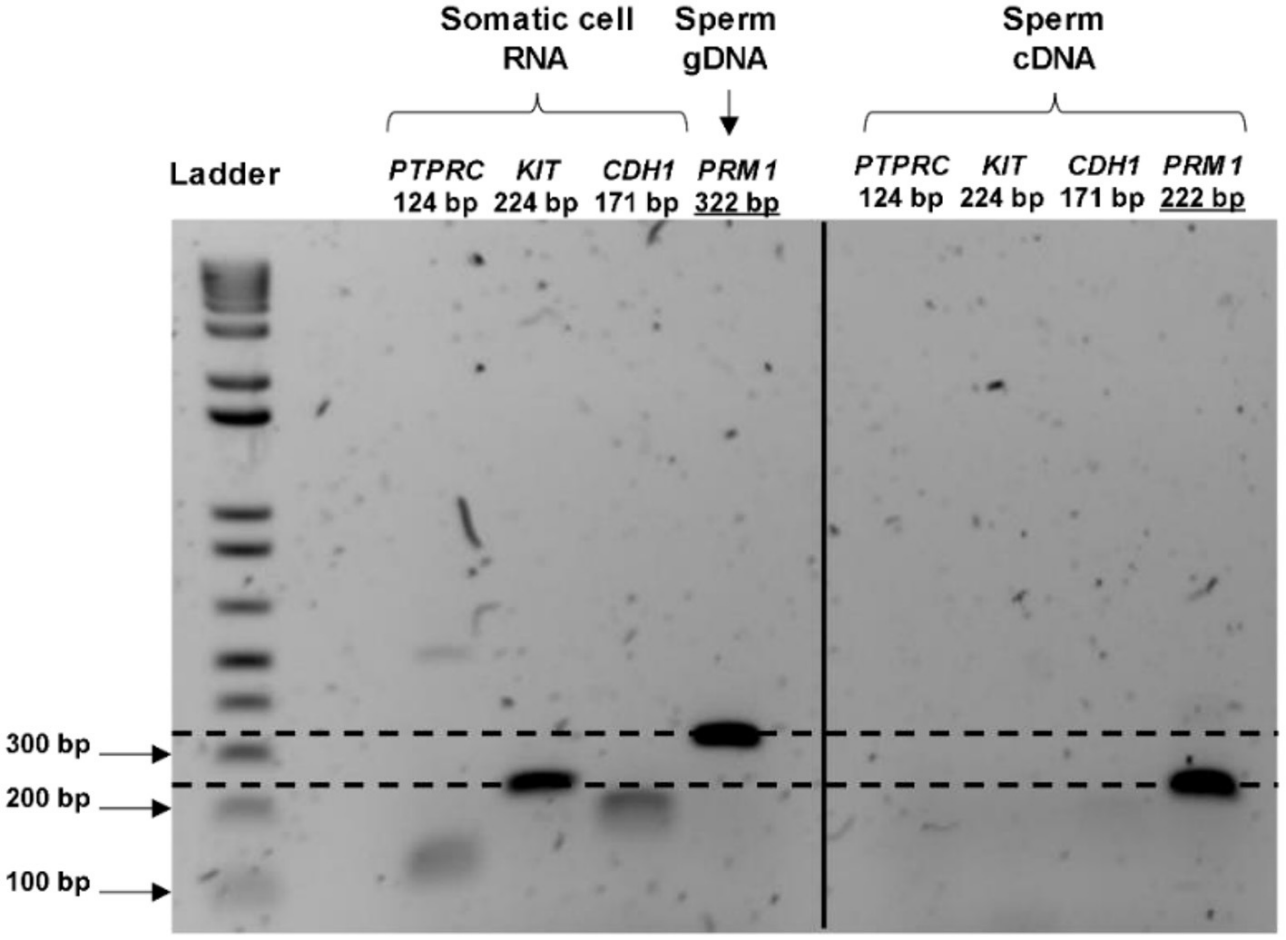
RNA purity control and validation of the presence of transcripts in bull spermatozoa. The cDNA from the control (cow uterine RNA) amplifies all the primers at the expected product size, whereas the cDNA synthesized from the sperm RNA amplified only for the sperm-specific primer (*PRM1*). *PRM1* primers were designed to span a 100 bp intron; therefore, the gDNA signal appeared at 322 bp for the control (gDNA extracted from spermatozoa), whereas mRNA appeared at 222 bp. Overall, these indicated the purity of the sperm RNA from other contaminating cells and sperm genome DNA.

### Identification of the differentially expressed mRNAs between HF and LF bulls

Sequencing of the 20 libraries generated an average of 20.2 (±9.2) Gb of data, and an average of 67.4 million reads per sample (Table 1). On average, 91.9 (±0.7) % of the data showed a Q-score over 30 (i.e., a base-calling accuracy of 99.9%). There was no difference for any of the above parameters when comparing the HF and LF groups of bulls (*P* > 0.05). This eliminated the possibility of technical bias during RNA library preparation or sequencing that could affect subsequent results and indicated that the data were of overall good quality.

**Table 1:** Library characterization and mapping efficiency on the bovine genome (ARS-UCD1.2) of in mRNA-seq and miRNA-seq libraries.

**Group**		**High fertility**	**Low fertility**
	Yield (Gb)	21.3 ± 13.1	19.2 ± 1.8
mRNA-seq data	Number of read pairs analyzed (million)	71.1 ± 43.7	63.8 ± 6.0
	Number of bases with a Q-score >30 (%)	91.7 ± 0.7	92.1 ± 0.7
	Uniquely mapped reads (%)	67.0 ± 8.5	66.8 ± 11.3
	Ambiguous reads (%)	2.4 ± 0.3	2.3 ± 0.4
	Unmapped reads (%)	30.6 ± 8.7	30.9 ± 11.7
	Yield (Gb)	4.6 ± 1.3	4.3 ± 0.5
miRNA-seq data	Number of read pairs analyzed (million)	15.2 ± 4.3	14.4 ± 1.8
	Number of bases with a Q-score >30 (%)	81.7 ± 1.2	80.2 ± 2.0
	Reads <15bp (%)	21.2 ± 6.6	21.8 ± 7.3
	Mapped reads (%)	66.8 ± 8.4	66.4 ± 7.5
	Unmapped reads (%)	33.2 ± 8.4	33.6 ± 7.5

A list of the 20 most highly expressed mRNAs, unrelated to the fertility group, is given in Table 2, the most highly expressed being the sperm-specific gene *PRM1*. In total, we identified six differently expressed mRNAs between HF and LF, corresponding to the genes SCP2 sterol binding domain containing 1 (*SCP2D1*), protamine 1 (*PRM1*), solute carrier family 24 member 1 (*SLC24A1*), retinoblastoma binding protein 6 (*RBBP6*), and 2 novel genes, ENSBTAG00000048468 and ENSBTAG00000054826 (Figure 2). Genes *PRM1, SCP2D1*, and the two novel genes were found more highly expressed in the LF group, whereas *SLC24A1* and *RBBP6* were more highly expressed in the HF group.

**Table 2:** List of the 20 most highly expressed mRNAs.

**Gene symbol (Ensembl ID)**	**Gene name**	**Mean count**
*PRM1* (ENSBTAG00000021493)	Protamine 1	816,382
*GOLGA4* (ENSBTAG00000016563)	Golgin A4	554,717
- (ENSBTAG00000040318)	Novel gene	528,827
*BAZ2B* (ENSBTAG00000020654)	Bromodomain adjacent to zinc finger domain 2B	492,269
*EEA1* (ENSBTAG00000000421)	Early endosome antigen 1	488,231
*CHMP5* (ENSBTAG00000012383)	Charged multivesicular body protein 5	407,796
*CEP295* (ENSBTAG00000001902)	Centrosomal protein 295	360,010
*KIF5C* (ENSBTAG00000018125)	Kinesin family member 5C	315,901
*HMGB4* (ENSBTAG00000000335)	High mobility group box 4	311,026
*CCDC181* (ENSBTAG00000020264)	Coiled-coil domain containing 181	303,303
*CHD5* (ENSBTAG00000040477)	Chromodomain helicase DNA binding protein 5	222,768
*CHD2* (ENSBTAG00000051831)	Chromodomain helicase DNA binding protein 2	178,802
*SSRP1* (ENSBTAG00000000375)	Structure specific recognition protein 1	170,963
*RBBP6* (ENSBTAG00000009441)	RB binding protein 6, ubiquitin ligase	159,104
*TRA2B* (ENSBTAG00000001697)	Transformer 2 beta homolog	154,430
*CHD4* (ENSBTAG00000014734)	Chromodomain helicase DNA binding protein 4	154,060
*CCDC174* (ENSBTAG00000038298)	Coiled-coil domain containing 174	150,409
*BRD9* (ENSBTAG00000006971)	Bromodomain containing 9	142,487
*MYH10* (ENSBTAG00000021151)	Myosin heavy chain 10	135,613
*BAZ1A* (ENSBTAG00000020164)	Bromodomain adjacent to zinc finger domain 1A	131,847

**Figure 2:**
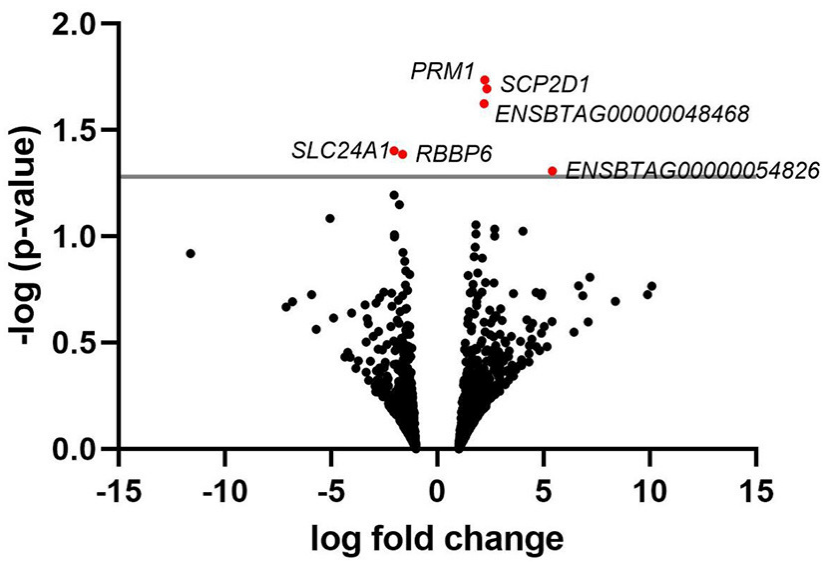
Volcano plot depicting an overview of differential mRNA expression between bulls of varying fertility. The red dots indicate genes deemed significantly differentially expressed between bulls of high and low fertility. Genes with a positive log fold change were upregulated in the low fertility group. The gray horizontal line depicts the *p*-value threshold cut-off (*P* < 0.05).

### Identification of differentially expressed miRNAs

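Small RNA libraries were made from the spermatozoa of 20 Holstein-Friesian bulls, 10 HF and 10 LF, with 1 library per bull. HF and LF bulls had a high or low adjusted fertility score, which estimates the pregnancy rate to a service after correction for herd, cow parity, month of service and similar factors. Straws of several ejaculates of a bull were pooled before RNA extraction, so each value is an average over ejaculates of that bull. The authors removed the adapters and the reads outside a window of lengths, filtered out other short RNA species, and counted the remaining reads on the mature bovine miRNAs of miRBase with miRDeep2. The deposited table lists 1029 miRNAs in each library. Its values are counts that the authors had divided by library size and by a TMM factor, so they are on the scale of CPM rather than raw counts. In each library the low values were whole multiples of what a single read is worth, and 95.0% of all values above 0 came out as whole reads. The reads counted on miRNAs were recovered from this step. They ranged from 103204 to 3097581 per HF library (median 1092881) and from 310186 to 1640178 per LF library (median 1085742). The smallest level a library can show was set at 3 reads, which is a normalized count of 1.19 in the deepest library and 27.6 in the shallowest. Such a floor covers counting error only, since PCR copies are not independent molecules. Levels were compared between HF and LF with limma on log2(normalized count + 1), so that log2 fold changes are HF over LF. They can understate the change of rare miRNAs, although some, such as bta-miR-361, changed more with limma than in the test described next. A likelihood ratio test with edgeR's tagwise dispersions, the test closest to the paper's description, was run on the recovered reads. The test, the filter on low counts and the pseudocount are choices that changed the number of miRNAs past the thresholds.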

Sequencing of the 20 libraries generated an average of 4.4 (±1.0) Gb of data, and an average of 14.8 (±3.2) million reads per sample (Table 1). On average, 81.0 (±1.8) % of the data showed a Q-score over 30. As for the mRNA-seq data, there was no significant difference for any of the parameters when comparing the HF and LF bull, eliminating the possibility of technical bias.

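The 14.8 M reads per sample given by the paper are sequenced reads, whereas the normalized counts rest on the reads counted on miRNAs. Those reads numbered 1330009 ± 922654 (SD, n = 10) per HF library and 1005051 ± 403912 (SD, n = 10) per LF library. The difference of 324958 reads was within the spread between bulls (two-sided permutation test, p = 0.33), and the difference between the group medians was 7139 reads. The deepest library held 30.0 times the reads of the shallowest, and both were from HF bulls. At least 1 read was counted on 495 ± 63.3 (SD, n = 10) miRNAs per HF library and on 496 ± 33.8 (SD, n = 10) per LF library (permutation test, p = 0.97). The TMM factor implied by the deposited values was 0.983 ± 0.0940 (SD, n = 10) for HF and 1.03 ± 0.0919 (SD, n = 10) for LF (permutation test, p = 0.33). After Benjamini-Hochberg adjustment over these 3 comparisons, the permutation p-values lay between 0.49 and 0.97. From the absence of a difference in the library parameters, the paper concludes that a technical bias between the groups can be ruled out.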

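After removal of the miRNAs with a normalized count under 1 in at least 10 of the 20 bulls, 435 miRNAs were retained. At least 1 read was counted in any bull on 731 miRNAs, the alternative that moved the number most, and in every bull on 295. A normalized count of at least 1 in every bull was reached by 287 miRNAs. Keeping miRNAs that reached this level in 10 or more bulls gave 450, and with each bull left out in turn the number lay between 438 and 449. The filter asks for this level in 11 of the 20 bulls, but in only 10 once a bull is left out. The number could therefore only rise, which is not an effect of single bulls.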

The identification of the differentially expressed miRNAs was carried out on 458 miRNAs that were found expressed across the samples. 

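bta-miR-100 took the largest share of the normalized counts in every library. Its share was 39.9% ± 4.11 (SD, n = 20 bulls), from 31.0% to 49.8%, on a mean of 480071 reads per library. In HF bulls it was 40.9% ± 3.98 (SD, n = 10) and in LF bulls 38.9% ± 4.19 (SD, n = 10), a difference of 1.97 percentage points that did not exceed the spread between bulls (two-sided permutation test, p = 0.30). The highest share was that of HF replicate 2, which stood apart from the other HF bulls. Taken over the pooled counts of all libraries, the share was 41.1%. Next in abundance were bta-miR-30d at 5.64% ± 1.07 (SD, n = 20), bta-miR-21-5p at 5.45% ± 1.06 (SD, n = 20), bta-miR-99a-5p at 4.33% ± 0.658 (SD, n = 20) and bta-miR-34c at 3.56% ± 0.717 (SD, n = 20). The difference between bta-miR-30d and bta-miR-21-5p was smaller than their spread between bulls. The 20 miRNAs with the highest mean normalized counts were the 20 of Table 3, and together they made up 83.1% of the counts.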

A list of the 20 most highly expressed miRNAs, unrelated to the fertility group, is given in Table 3. bta-miR-100 was the most highly expressed miRNA making up 39.3% of all miRNAs in sperm. 

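Among the 435 miRNAs tested with limma, 15 had an unadjusted p-value under 0.05, where 21.75 would be expected by chance. With a fold change over 1.5 as well, 9 miRNAs remained, 4 of them upregulated and 5 downregulated in HF bulls. After Benjamini-Hochberg adjustment, 0 miRNAs were under 0.05 and the smallest adjusted p-value was 0.92. The smallest unadjusted p-values were those of bta-miR-155, with a log2 fold change of -0.998 (standard error 0.31, p = 0.0033), and bta-miR-374b, with a log2 fold change of -0.81 (standard error 0.26, p = 0.0042). Of the 13 miRNAs listed in Figure 3, 10 passed the filter on low counts and 5 passed both thresholds, namely bta-miR-885, bta-miR-2285p, bta-miR-155, bta-miR-374b and bta-miR-502a. Adjusted over these 13 alone, 2 were under 0.05 (bta-miR-155 and bta-miR-374b, adjusted p = 0.028 from limma), although this list holds the paper's own calls on the same bulls. The likelihood ratio test on the recovered reads gave 14 miRNAs past both thresholds, 7 of them listed in Figure 3, and a smallest adjusted p-value of 0.24. The filter moved the number most. With at least 10 counts required in every bull, 158 miRNAs were tested and 0 passed, while 5 had an unadjusted p-value under 0.05.

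**Figure D1:**
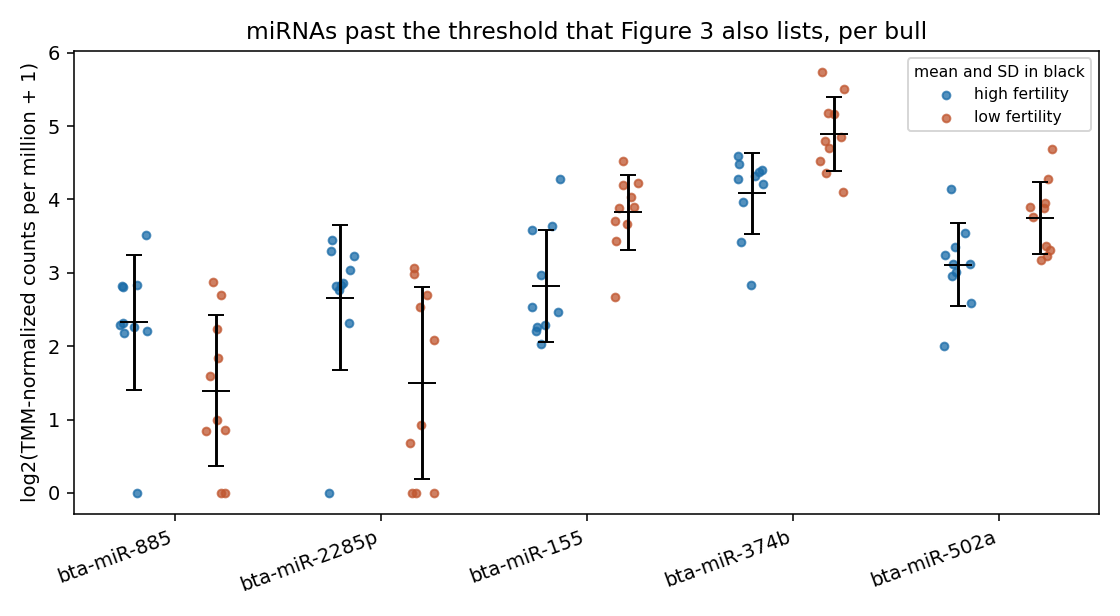
Normalized counts of the 5 miRNAs of Figure 3 that passed both thresholds with limma. The vertical axis is log2(TMM-normalized CPM + 1), each point is 1 bull (blue, HF, n = 10; orange, LF, n = 10), and the black bars give the mean and SD on the log2 scale. The groups overlap for each miRNA, and the points at 0 are libraries in which no read was counted.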

In total, we identified 13 miRNAs where expression differed significantly between HF and LF (*p* < 0.05, FC>1.5), which are listed in Figure 3. 

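In the limma fit, all 13 miRNAs of Figure 3 had the sign of the fold change drawn there, taken as HF over LF, 7 of them with an unadjusted p-value under 0.05. The paper chose these miRNAs on the same bulls, so the shared signs are not independent evidence. The sign of bta-miR-2285t also rests on at most 7 reads in a library. bta-miR-885 had a normalized count of 4.74 ± 2.70 (SD, n = 10) in HF and 2.27 ± 2.24 (SD, n = 10) in LF bulls, a log2 fold change of 0.93 (standard error 0.43, p = 0.042 from limma). It rested on few reads, with a median of 6 per HF and 1.5 per LF library. With each bull left out in turn, the unadjusted p-value of bta-miR-885 (limma) was under 0.05 in 7 of 20 fits, the highest being 0.085. For bta-miR-1298 the counts were 6.82 ± 10.8 (SD, n = 10) in HF and 3.85 ± 8.53 (SD, n = 10) in LF bulls (log2 fold change 0.96, p = 0.13 from limma). A single bull stood apart from the others in each group, HF replicate 14 with 48 reads and LF replicate 11 with 9 reads. Without HF replicate 14 the log2 fold change was 0.62 (p = 0.29 from limma), and without LF replicate 11 it was 1.36 (p = 0.017 from limma). bta-miR-2342 and bta-miR-338 did not pass the filter and were fitted without it. bta-miR-2342 was counted in 7 HF and 5 LF libraries, with at most 9 reads, and its log2 fold change was 0.57 (p = 0.19 from limma). bta-miR-338 was counted in 5 HF and 7 LF libraries, with at most 11 reads, and its log2 fold change was -0.82 (p = 0.069 from limma). bta-miR-502a was counted in every library, at 8.23 ± 3.66 (SD, n = 10) in HF and 13.2 ± 5.22 (SD, n = 10) in LF bulls, a log2 fold change of -0.64 (standard error 0.27, p = 0.025 from limma).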

Among them, six were found upregulated in the HF group, while the seven remaining were found downregulated in the HF group.

**Table 3:** List of the 20 most highly expressed miRNAs.

**miRNA name**	**Mean counts**	**% of miRNAs**
bta-miR-100	338,795	39.3
bta-miR-30d	36,838	5.9
bta-miR-21-5p	33,096	5.6
bta-miR-99a-5p	27,961	4.3
bta-miR-34c	32,641	3.6
bta-miR-191	19,618	3.1
bta-miR-27a-3p	17,983	2.8
bta-miR-2284x	15,428	2.3
bta-miR-186	15,159	2.1
bta-miR-148a	11,916	1.9
bta-miR-125b	16,198	1.7
bta-miR-22-3p	10,464	1.6
bta-miR-27b	10,235	1.6
bta-miR-3432a	8,904	1.4
bta-miR-375	7,175	1.1
bta-miR-128	7,422	1.1
bta-miR-16b	5,960	1.0
bta-miR-7	6,847	0.9
bta-miR-449a	7,931	0.8
bta-miR-204	7,619	0.8

**Figure 3:**
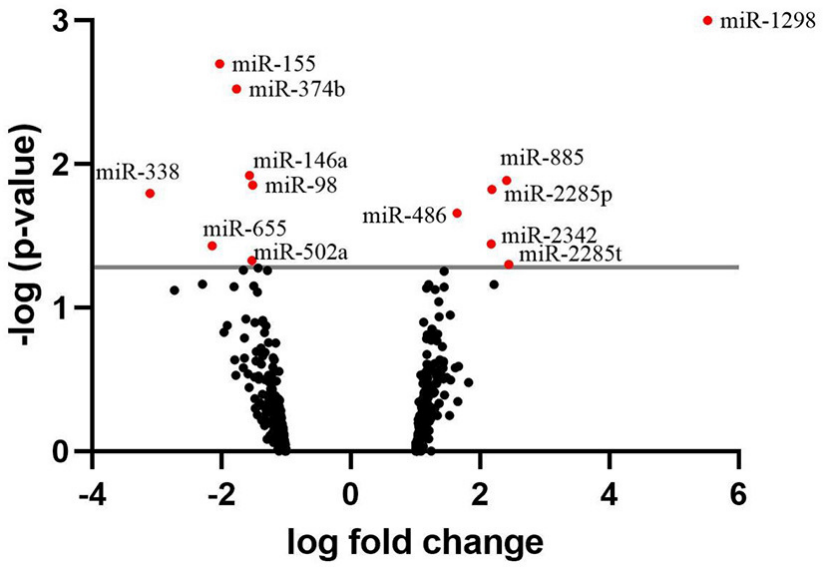
Volcano plot depicting an overview of differential miRNA expression between bulls of varying fertility. The red dots indicate genes deemed significantly differentially expressed between bulls of high and low fertility. Genes with a positive log fold change were upregulated in the low fertility group. The gray horizontal line depicts the *p*-value threshold cut-off (*P* < 0.05).

### RT-qPCR validation of mRNA and miRNA RNA-seq

Validation of the data was carried out by RT-qPCR on five of the six differentially expressed genes (DEGs): *PRM1, SCP2D1, RBBP6* and ENSBTAG00000048468 and ENSBTAG00000054826. Results are presented in Figure 4. For 4 out of 5 DEGs, RT-qPCR results showed the same trend than for the mRNA-seq results represented by a downregulation of *PRM1, SCP2D1* and *ENSBTAG00000048468* as well as an upregulation of *RBBP6* for the HF bulls. Concerning ENSBTAG00000054826, results were discordant with the mRNA-seq results.

**Figure 4:**
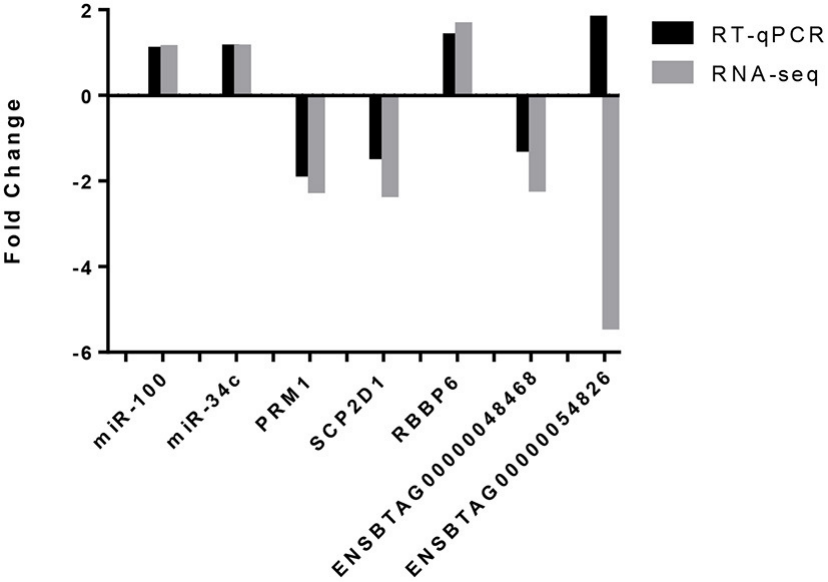
Validation of the mRNA-seq and miRNA-seq differentially expressed genes by RT-qPCR. Both miRNAs, miR-100 and miR-34c exhibited the same trend (an upregulation in the high fertility group) for RNA-seq and RT-qPCR. For four out of the five differentially expressed genes identified by mRNA-seq and assessed by RT-qPCR, the same trend was observed i.e., a downregulation of *PRM1, SCP2D1* and *ENSBTAG00000048468* as well as an upregulation for *RBBP6*. *ENSBTAG00000054826* did not observe the same trend.

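The log2 fold change of bta-miR-100 from the normalized counts was 0.14 (standard error 0.12, p = 0.28 from limma) and that of bta-miR-34c was 0.25 (standard error 0.15, p = 0.11 from limma), both higher in HF bulls and neither beyond the spread between bulls. The normalized count of bta-miR-34c was 38866 ± 9097 (SD, n = 10) in HF and 32699 ± 7371 (SD, n = 10) in LF bulls. RT-qPCR values are expressed relative to miR-125, so the same ratio was formed from the counts, with bta-miR-125b as the reference. The log2 ratio of bta-miR-100 to bta-miR-125b was 4.66 ± 0.52 (SD, n = 10) in HF and 4.69 ± 0.76 (SD, n = 10) in LF bulls, a difference of -0.032 (two-sided permutation test, p = 0.91). For bta-miR-34c the log2 ratio was 1.21 ± 0.50 (SD, n = 10) in HF and 1.12 ± 0.58 (SD, n = 10) in LF bulls, a difference of 0.082 (two-sided permutation test, p = 0.74). The sign of the bta-miR-100 difference changed with the reference, to 0.29 relative to bta-miR-125a (permutation test, p = 0.62). With the sum of bta-miR-125a and bta-miR-125b as the reference it was -0.030. bta-miR-125a is a much rarer reference, counted with as few as 14 reads in a library, against 1988 for bta-miR-125b. With each bull left out in turn, the difference lay between -0.18 and 0.10 for bta-miR-100 and between -0.058 and 0.22 for bta-miR-34c. The reference itself, bta-miR-125b, differed by 0.17 on the log2 scale between HF and LF bulls (permutation test, p = 0.56).

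**Figure D2:**
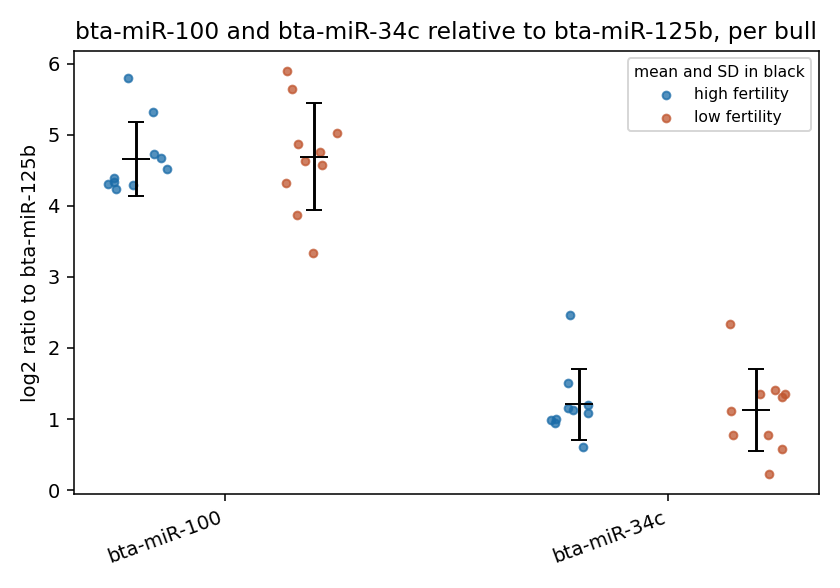
Log2 ratio of the normalized counts of bta-miR-100 and bta-miR-34c to those of bta-miR-125b. Each point is 1 bull (blue, HF, n = 10; orange, LF, n = 10), and the black bars give the mean and SD. The HF and LF ranges overlap for both miRNAs.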

To perform a technical validation of the miRNA-seq data, RT-qPCR was carried out on two miRNAs (bta-miR-100 and bta-miR-34c) which are highly expressed in the samples and are known to be highly expressed in bull spermatozoa (46). Results are also presented in Figure 4. Both miRNAs were expressed in all samples, which is in agreement with the miRNAseq data.

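In the small RNA libraries, bta-miR-100 was counted in all 20 bulls with between 40019 and 1543821 reads, and bta-miR-34c with between 4362 and 145713 reads. bta-miR-34c made up 3.77% ± 0.658 (SD, n = 10) of the counts in HF and 3.34% ± 0.742 (SD, n = 10) in LF bulls (two-sided permutation test, p = 0.19). bta-miR-125b was also counted in every library, with between 1988 and 73692 reads.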

### Comparison between mRNA-seq and miRNA-seq results

As only six differentially expressed mRNAs were identified, pathway analysis could not be performed. For the differentially expressed miRNAs, an analysis of the transcripts they target was carried out using TargetScan. 

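bta-miR-2285p had a normalized count of 6.26 ± 2.78 (SD, n = 10) in HF and 2.94 ± 3.01 (SD, n = 10) in LF bulls, a log2 fold change of 1.16 (standard error 0.49, p = 0.027 from limma), and was counted in 9 HF and 7 LF libraries. bta-miR-655 had 2.12 ± 1.86 (SD, n = 10) in HF and 4.37 ± 3.79 (SD, n = 10) in LF bulls, a log2 fold change of -0.59 (standard error 0.48, p = 0.23 from limma). In the likelihood ratio test on the recovered reads the log2 fold change of bta-miR-655 was -0.997 (p = 0.042). bta-miR-2285t was counted with at most 7 reads in an HF library and at most 3 in an LF library. The mean of 2.38 in HF bulls was under the 3.64 to which 3 reads in each LF library correspond, so no fold change is given. bta-miR-2285p and bta-miR-2285t belong to a large family of similar miRNAs, so their levels are reported as uncertain. Whether reads were shared within the family was not tested, and both had whole numbers of reads in every library.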

Three of them, bta-miR-655, bta-miR-2285p and bta-miR-2285t, have *RBBP6* as a common target, a DEG identified by mRNA-seq. A KEGG pathway analysis (51) was also carried out using the list of transcripts targeted by each differentially expressed miRNA, to identify if these targets participate in common biological pathways. It appeared that 5 of the differentially expressed miRNAs (bta-miR-2285p, bta-miR-98, bta-miR-155, bta-miR-374b, and bta-miR-486) target transcripts which are significantly involved in the same 3 biological pathways: signaling pathways regulating pluripotency of stem cells, mTOR signaling, and FoxO signaling (Table 4). For the mTOR and FoxO signaling pathways, two miRNAs are upregulated and two downregulated for HF bulls, but for the pathway regulating the pluripotency of stem cells, three out of four miRNAs are downregulated for HF bulls.

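The miRNAs of Table 4 were counted by direction in the limma fit, on the same bulls that gave the paper's directions, so the counts are not an independent check. For the signaling pathways regulating pluripotency of stem cells, 1 of the 4 miRNAs was higher and 3 were lower in HF bulls. For mTOR and for FoxO signaling, 2 of the 4 were higher and 2 lower. Of the 5 miRNAs involved, 1 higher (bta-miR-2285p) and 2 lower ones (bta-miR-155 and bta-miR-374b) were past both thresholds. bta-miR-486 was higher and bta-miR-98 lower in HF bulls without passing both thresholds.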

**Table 4:** Biological pathways targeted by the differentially expressed miRNAs between high fertility and low fertility bulls.

**Biological pathways**	**miRNA name**	Expression in high fertility bulls^*^	**Number of targets involved in the pathway**	**Corrected *p*-value (Benjamini)**
Signaling pathways regulating pluripotency of stem cells	bta-miR-2285p		62	1.30E-07
	bta-miR-98		26	9.00E-07
	bta-miR-155		15	1.90E-04
	bta-miR-374b		14	5.00E-02
mTOR signaling pathway	bta-miR-155		9	8.70E-04
	bta-miR-486		6	2.20E-03
	bta-miR-98		11	6.20E-03
	bta-miR-2285p		25	6.60E-03
FoxO signaling pathway	bta-miR-2285p		62	1.90E-08
	bta-miR-98		21	1.50E-04
	bta-miR-486		7	2.20E-03
	bta-miR-155		10	1.90E-02

* Direction of arrow indicates direction of expression in high fertility bulls.

### Comparison of PRM1 transcription and protein abundance levels

A western blot analysis was carried out to verify PRM1 protein abundance levels. On average, PRM1 protein levels for the LF group were reduced compared to the HF group (*p* < 0.05; Figure 5), with 9 out of 10 LF bulls having PRM1 protein levels less than the HF average. The reduction in the LF group was mainly driven by four bulls, which presented a significant decrease in PRM1 levels compared to the HF group. PRM1 protein levels were also much more variable in the LF than the HF group.

**Figure 5:**
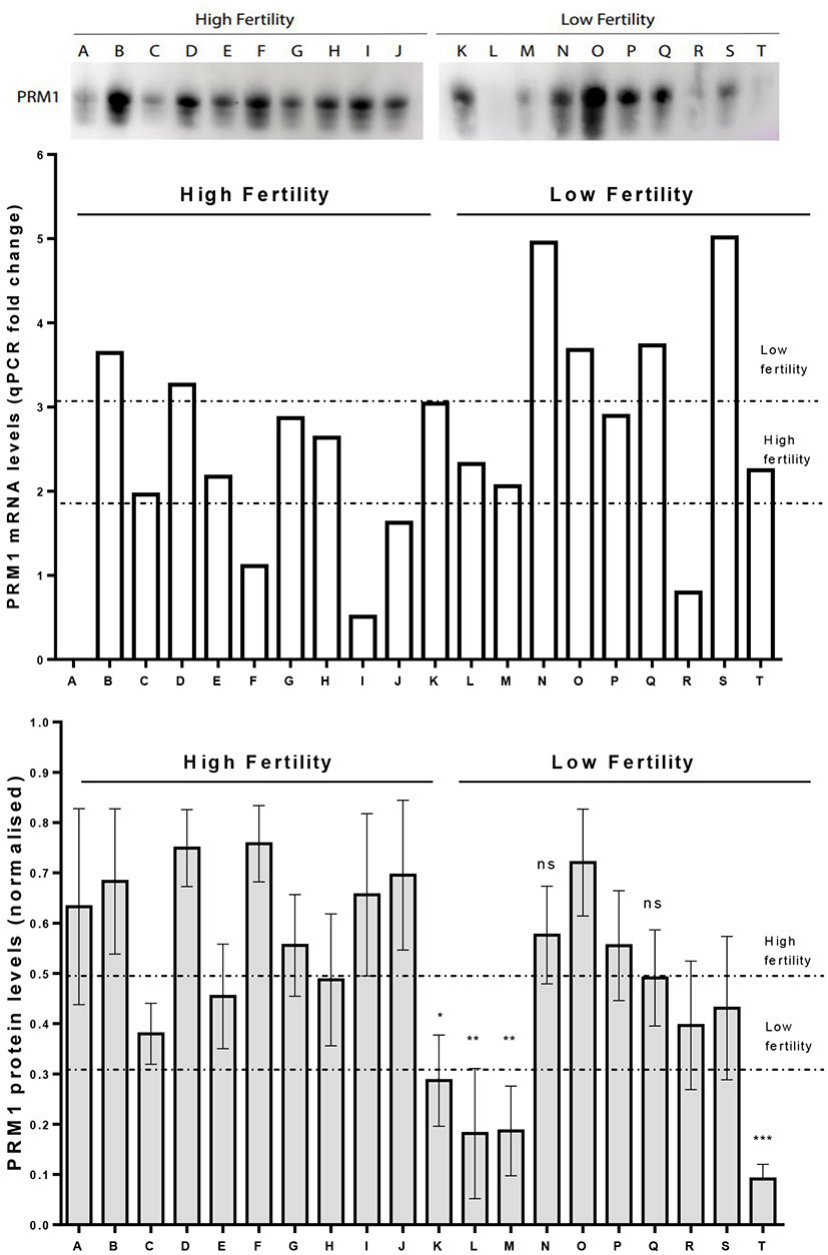
Comparison on PRM1 transcription and protein abundance levels. Upper panel. A representative image for PRM1 protein levels assessed by Western Blot. Mid panel. *PRM1* mRNA levels as revealed by qPCR where bull A was a control comparison. Lower panel. PRM1 protein levels assessed by Western Blot. Low fertility (LF) bulls presented on average, a decrease in the PRM1 protein abundance compared to high fertility (HF) bulls (*p* < 0.05, unpaired *t*-test). The decrease in abundance was particularly evident in 4 LF bulls (K, L, M and T), while the others were similar to HF bulls. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; ns, non-significant.

### Evaluation of protamine deficiency and DNA fragmentation

To further investigate sperm protamine deficiency as well as the incidence of DNA fragmentation, HF and LF bulls were subjected to the flow cytometric assessment of CMA3 and AO, respectively. Overall, there were no differences in the percentage of spermatozoa with protamine deficiency (high CMA3 staining) or DNA fragmentation between HF and LF bulls (*p* > 0.05; Figure 6). A consistent finding across all attributes assessed was the level of variability for both HF and LF (Figure 4). Aside from the absence of differences in these attributes, there was a significant and positive correlation between spermatozoa with protamine deficiency and DNA fragmentation for bulls (and ejaculates), irrespective of fertility group (*p* < 0.01; Figure 7).

**Figure 6:**
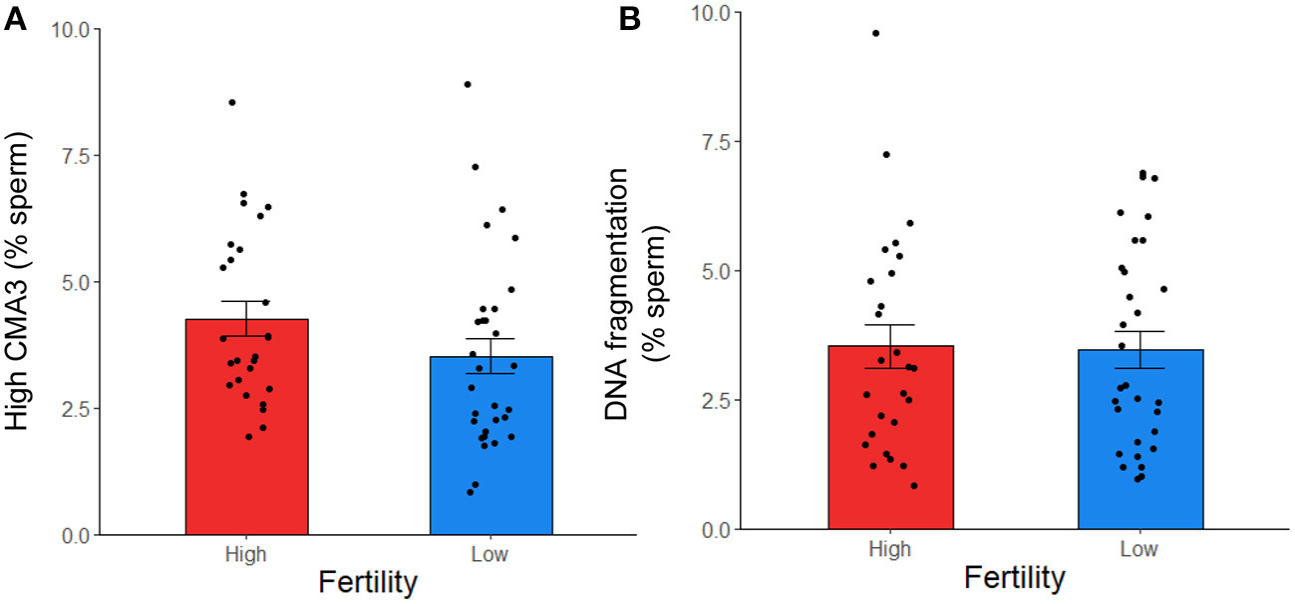
Protamine deficiency (high CMA3) **(A)** and DNA fragmentation **(B)** in frozen-thawed spermatozoa from HF (*n* = 10 bulls; with the exception of high CMA3, where *n* = 9) and LF (*n* = 10) bulls, assessed with CMA3 and AO, respectively. Each data point represents an individual ejaculate from a bull. No differences between HF and LF was observed for these attributes (*p* > 0.05).

**Figure 7:**
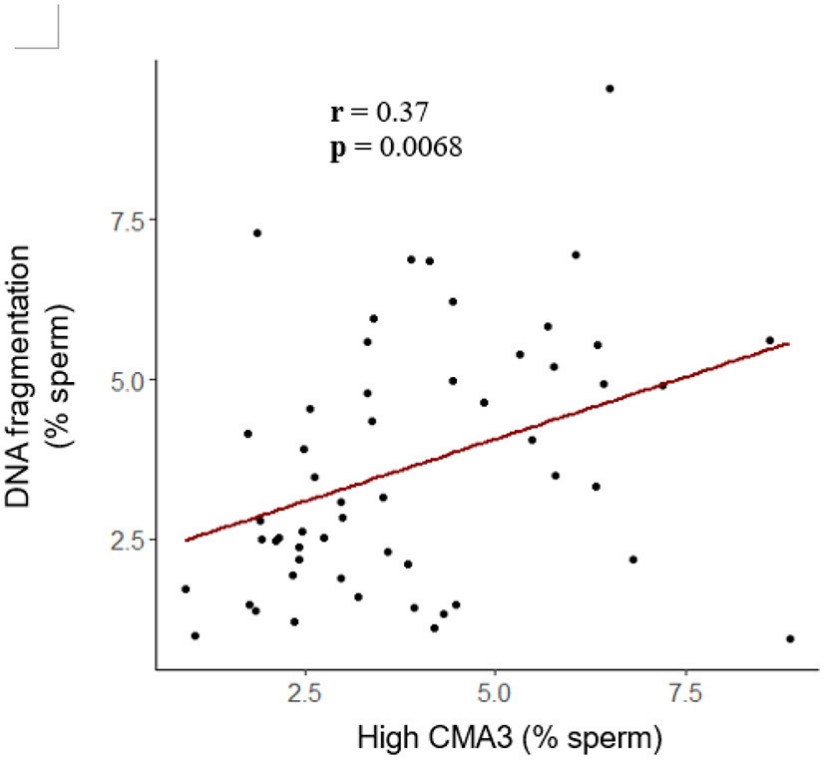
Correlation between the percentage of spermatozoa from bulls with protamine deficiency (high CMA3) and DNA fragmentation. Based on these data, as the percentage of spermatozoa with protamine deficiency increased, so too did the incidence of DNA fragmentation (*r* = 0.37; *p* < 0.01; Pearson's product-moment correlation). Each dot represents an individual ejaculate from a bull of HF (*n* = 9) and LF (*n* = 10).

## Discussion

The aim of the present study was to identify differentially expressed mRNAs and miRNAs in the spermatozoa of a population of bulls with reliable divergent fertility. Sequencing allowed us to catalog a population of mRNAs present within the bull sperm samples. Among the list of the most highly expressed mRNAs, five already been reported in previous publications: transcripts from genes *PRM1, CHMP5, CCDC18, HMBG4* and *KIF5C* (6, 8, 16). Nevertheless, only six differentially expressed mRNAs were identified in total, which could be explained by several factors. First, the adjusted fertility score used to categorize bulls as HF or LF, is based on an average of 13,292 AIs, carried out across the bull's career, and using multiple different ejaculates. Pooling three different ejaculates for each bull prior to RNA extraction was an attempt to be more representative of an individual bull's average fertility by erasing inter-ejaculate variability in terms of semen quality. Secondly, considering that the low fertility phenotype may have a wide range of underlying causes for each individual bull, combining bulls as two groups is a convenient method for analysis but solely permits the segregation of major differences, and not the most subtle ones. This phenomenon is further strengthened by the relatively high number of bulls in each group for this type of study (*n* = 10 per group) compared to others.

The most highly expressed miRNAs identified in the current study are similar to those described by Sellem, et al. (7), with bta-miR-100 being the most highly expressed miRNA, and 13 out of the 20 miRNAs being common to both studies. This overlap between two studies using completely independent groups of bulls adds validity to the findings. As for the mRNA-seq, the miRNA analysis revealed only 13 differentially expressed miRNAs. Nevertheless, several of the miRNAs are particularly relevant in the context of fertility. In particular, bta-miR-155, had increased expression in the testis of chickens with low sperm motility (52). Similarly, in our study, this miRNA was down-regulated in HF bulls. It is likely to be expressed and brought to the sperm cells by the epithelial cells of the caput epididymis during sperm maturation (53) and is also involved in multiple inflammatory pathologies (54).

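bta-miR-155 had a normalized count of 7.14 ± 4.99 (SD, n = 10) in HF and 13.9 ± 4.62 (SD, n = 10) in LF bulls, and 9 of the 10 HF bulls were below the LF median. The libraries held between 2 and 22 reads of it. With each bull left out in turn, its log2 fold change lay between -1.16 and -0.91 and its unadjusted p-value between 0.00033 and 0.0076 (limma). The paper sets this lower level in HF bulls beside the higher testicular level described in chickens with low sperm motility.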

Tsatsanis, et al. (55) reported that miR-155 was a potential marker of human subfertility which was in line with its decreased expression in the HF group in this study (55). 

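bta-miR-146a had a normalized count of 2987 ± 1384 (SD, n = 10) in HF and 4200 ± 1599 (SD, n = 10) in LF bulls, on 454 to 12353 reads per library. Its log2 fold change was -0.52 (standard error 0.24, p = 0.037 from limma), a signed fold change of -1.44, which is smaller than 1.5. With each bull left out in turn, the unadjusted p-value (limma) was under 0.05 in 10 of 20 fits.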

In comparison, miR-146a, which was also decreased in the HF group, has been described as a beneficial target for improving bull fertility (56), potentially by its action on the low-density lipoprotein receptor (*LDLR*) transcripts. Bta-miR-98, another inflammatory-related miRNA found differentially expressed in our study, was downregulated following infection with bacterial lipopolysaccharide and immune activation in rat testis (57). This miRNA, which plays a role in the inhibition of the anti-apoptotic agent B-cell lymphoma-extra large (*Bcl-xl*) translation, induces an increased cell proliferation during the rat peri-implantation embryo development (58). 

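bta-miR-98 had a normalized count of 32.2 ± 13.3 (SD, n = 10) in HF and 45.5 ± 18.5 (SD, n = 10) in LF bulls, a log2 fold change of -0.39 (standard error 0.33, p = 0.24 from limma). LF replicate 11 had the lowest level of all bulls, 6.18, from 2 reads. Without this bull the log2 fold change was -0.67 (p = 0.0077 from limma), the only 1 of the 20 fits without a bull with an unadjusted p-value under 0.05, the highest being 0.40.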

The miRNA, bta-miR-486, which exhibited increased expression in the HF group, has been described as controlling spermatogonial sperm cells gene expression and growth properties by targeting an activator of the β-catenin signaling pathway. 

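bta-miR-486 had a normalized count of 27.4 ± 10.8 (SD, n = 10) in HF and 18.3 ± 7.79 (SD, n = 10) in LF bulls, and 9 of the 10 HF bulls were above the LF median. Its log2 fold change was 0.57 (standard error 0.27, p = 0.044 from limma), a fold change of 1.49. In the likelihood ratio test on the recovered reads it was 0.64 (p = 0.026), a fold change of 1.56.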

Another miRNA, bta-miR-374b, with decreased expression in the HF group, had a stable expression in the spermatozoa of fertile men (59) but its expression was altered in the seminal plasma of infertile men (60). 

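bta-miR-374b had a normalized count of 17.0 ± 5.34 (SD, n = 10) in HF and 30.5 ± 11.4 (SD, n = 10) in LF bulls, and all 10 HF bulls were below the LF median. The libraries held between 2 and 88 reads of it. Across the fits that each left out 1 bull, the log2 fold change lay between -0.89 and -0.67 and the unadjusted p-value between 0.0020 and 0.011 (limma). In the ARS-UCD2.0 annotation its gene lies on the X chromosome next to those of bta-miR-545 and bta-miR-421, close to that of bta-miR-374a. bta-miR-374a was also lower in HF bulls, at 36.0 ± 15.3 (SD, n = 10) against 57.2 ± 26.7 (SD, n = 10), a log2 fold change of -0.67 (standard error 0.30, p = 0.035 from limma).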

Interestingly, its expression was markedly decreased in azoospermia, but increased in asthenozoospermia cases.

Notably, three miRNA including bta-miR-655, bta-miR-2285p and bta-miR-2285t were listed as having a target mRNA gene *RBBP6* with increased expression in the HF group. While bta-miR-2285p and bra-miR-2285t have been reported to have roles in the bovine estrous cycle (61, 62), *RBBP6* sperm transcripts were reportedly involved *in utero* embryonic development (63). Analysis of the transcripts targeted by the differentially expressed miRNAs showed that five of them (bta-miR-2285p, bta-miR-98, bta-miR-155, and bta-miR-374b, and bta-miR-486) appear to specifically target elements involved in three major biological pathways. The first one is the signaling pathway regulating pluripotency of stem cells, which encompass the transcription factors and their downstream target gene that promote pluripotent stem cells self-renewal and pluripotency (64). The second one, mammalian target of rapamycin (mTOR) signaling pathway, which exists in two mTOR complexes (mTORC1 and mTORC2), is a central regulator of cell metabolism, growth, proliferation, and survival, and plays a key role during gamete production as well as early embryo development (65). Finally, the FoxO signaling pathway involves a family of transcription factors that regulates the expression of genes implicated in apoptosis, cell-cycle control, glucose metabolism, oxidative stress resistance, and longevity. Knockdown of *FoxO1, FoxO2* and *FoxO4* genes has been shown to impair mouse preimplantation embryonic development (66). In the current study, it is difficult to decipher the collective actions of the differentially expressed miRNAs, but from previous studies it is likely that these miRNAs have an effect on early embryo development, prior to embryonic genome activation (23, 67). Further analyses, carried out on embryos generated with the semen from HF and LF bulls, is needed to corroborate this. Indeed the integration with other molecular component of the cell, such as DNA methylation or histone posttranslational modifications (68) would also be useful.

PRM1 is the most highly expressed mRNA in bovine spermatozoa (6, 8, 69). Terminally replacing the histone DNA binding proteins during spermatogenesis, PRM1 is a core element for the establishment of the highly condensed state of mammalian sperm chromatin. Numerous studies have already shown that perturbation in PRM1 implementation in mature spermatozoa can have deleterious consequences on sperm chromatin structure. For example, in bovine spermatozoa, reduced protamination has been linked to an increase in sperm DNA fragmentation, and a decrease in fertility potential (70). However, strong overexpression of PRM1 protein during spermatogenesis leads to complete sterility in mice due to impaired spermatid maturation, affecting sperm viability and motility (71). In our study, we found that, on average, LF bulls showed significantly reduced PRM1 protein abundance, as revealed by western blotting. This reduced PRM1 protein abundance was associated with a significant increase in *PRM1* mRNA expression, showed by the RNA-seq and RT-qPCR data. Poor quality bull spermatozoa have been shown to have significantly lower levels of *PRM1* mRNAs expression compared that of good quality spermatozoa (11). Similar mRNA results were obtained in human spermatozoa, with *PRM1* mRNA and protein levels found to be positively correlated with sperm concentration, motility, fertilization potential and embryo quality (72, 73). Nevertheless, in other studies, similar results to the current study were obtained, such as an increase in *PRM1* transcripts in low motility human sperm fractions compared to high motile ones (74), or an aberrant *PRM1* transcript retention associated with abnormal protein synthesis in cases of infertile men (75, 76).

One hypothesis to explain this transcript retention phenomenon is that if there is an inefficient translation of the *PRM1* transcripts into proteins during the later stages of spermatogenesis, the transcripts could remain within the spermatozoa, resulting in greater transcript abundance and reduced protein production in the fully mature cell, which would impair fertility. However, the disparity between mRNA and protein abundance of PRM1 could be due to many post-transcriptional modifications (such as microRNA regulation), post-translational modifications (such as methylation, acetylation, etc.), and differential protein degradation (such as proteasome-mediated or autophagy-mediated protein breakdown), the mRNA and protein levels are rarely in line with each other. Moreover, PRM1 content by Western blotting alone is not predictive of bull fertility, because there is not always an adequate amount of PRM1 protein in spermatozoa from LF bulls, but rather an inadequate localization of the protein, in the acrosomal region of the head, which is associated with a distorted nuclear shape (70). More investigation on the nuclear localization of PRM1 proteins, as well as its implementation during the different steps of spermatogenesis, is warranted, but the present result is a good clue for a deeper understanding of bull fertility at the molecular level.

As a means to further investigate the identification of *PRM1* as a biomarker of fertility, we employed the fluorophore CMA3, to indirectly assess protamine deficiency owing to its ability to bind to available G-C sites. These sites are assumed to increase as the level of protamines, and therefore chromatin compaction, decreases (48). Whilst the percentage of cells positive for CMA3 labeling has been used as a predictive tool to evaluate fertility in humans (48, 77) this was not the case for the population of bulls in this study. However, a frequently observed consequence of reduced protamination is the susceptibility of DNA to fragmentation (78), which is primarily associated with an increased production of ROS (78, 79). The incidence of high sperm DNA fragmentation has been linked with reduced embryo quality and implantation in humans (80, 81). Based on our results, protamine deficiency was positively and moderately correlated with the percentage of spermatozoa with DNA fragmentation, irrespective of fertility group.

In conclusion, by assessing mRNAs and miRNAs from the spermatozoa of the same individuals, our results underline the important involvement of PRM1 and miRNAs in the fertility of bulls. Integrating these as biomarkers in the prophylactive screening of bull semen will provide further insight into the underlying biology of unexplained variation in field fertility between bulls demonstrating acceptable spermatozoa functional and morphological characteristics.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

Ethical review and approval was not required for the animal study because the semen samples used were collected from bulls under routine commercial practice and later donated to research. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

EMDo identified the bulls, procured the bull semen and drafted the manuscript with J-PP. J-PP performed the extraction of total RNAs, the quality controls before sequencing and the validations by qPCR. KK performed the bioinformatics and statistical analyses of mRNA and miRNA-seq data. MŠ and NCB completed the flow cytometry analysis. CMC and EMDu performed the western blot assay. DAK, SF, and PL conceived and obtained funding for the study and performed supervision of the work as well as critical revision of the manuscript. ES provided the RNA extraction protocol, performed quality controls by qPCR, and gave advice for the project realization. All authors have read and approved the final manuscript.

## Funding

This research was funded by Science Foundation Ireland under the Investigators Programme (16/IA/4474). EMDo was funded by the Irish Research Council (Project GOIPG/2017/1884). CMC was funded by a Post-Doctoral Fellowship from the National University of Ireland (NUI). EMDu was funded by Science Foundation Ireland-PIYRA 13/YI/2187.

## Conflict of interest

Author ES was employed by ALLICE. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Identification of differentially expressed mRNAs and miRNAs in spermatozoa of bulls of varying fertility
**Source:** Front Vet Sci. 2022 Oct 5;9:993561. doi: 10.3389/fvets.2022.993561
**Supplement:** Supplementary file 1

To review the mRNA data

Go to <https://scanner.topsec.com/?d=1452&r=show&u=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE198043&t=b9452d09f4bdd8ed9672204296746d8776150b68>

Enter the GEO accession GSE198043

Enter token udktckqstrwjhal into the secure token box

To review the miRNA data

Go to <https://scanner.topsec.com/?d=1452&r=show&u=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE198043&t=b9452d09f4bdd8ed9672204296746d8776150b68>

Enter the GEO accession GSE196750

Enter token gterewsqdhqjhwh into the secure token box

# Supplementary material for: Identification of differentially expressed mRNAs and miRNAs in spermatozoa of bulls of varying fertility
**Source:** Front Vet Sci. 2022 Oct 5;9:993561. doi: 10.3389/fvets.2022.993561
**Supplement:** Supplementary file 2

| **Table S1.** Population of bulls used for the study. | | |  |
| --- | --- | --- | --- |
| AI code | Number of inseminations | Adjusted fertility | Fertility category |
| 1 | 8637 | 0.060 | High |
| 2 | 37849 | 0.067 | High |
| 3 | 11459 | 0.058 | High |
| 4 | 3912 | 0.065 | High |
| 5 | 12424 | 0.068 | High |
| 6 | 100288 | 0.068 | High |
| 7 | 17441 | 0.062 | High |
| 8 | 5119 | 0.062 | High |
| 9 | 34973 | 0.071 | High |
| 10 | 1041 | 0.067 | High |
| 11 | 23811 | -0.043 | Low |
| 12 | 740 | -0.091 | Low |
| 13 | 519 | -0.093 | Low |
| 14 | 1034 | -0.085 | Low |
| 15 | 1477 | -0.123 | Low |
| 16 | 1772 | -0.073 | Low |
| 17 | 1195 | -0.035 | Low |
| 18 | 568 | -0.030 | Low |
| 19 | 597 | -0.046 | Low |
| 20 | 980 | -0.039 | Low |

| **Table S2.** RT-PCR primers for quality controls after RNA extraction. | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Primer name | Gene symbol  (Ensembl ID) | Accession number | Primer sequence (5'-3') | Primer length  (bp) | Product size  (bp) |
| PRM1_F | PRM1 (ENSBTAG00000021493) | NM_174156.2 | AAGATGTCGCAGACGAAGGAG | 21.00 | 222.00 |
| PRM1_R |  |  | GTGGCATTGTTCGTTAGCAGG | 21.00 |  |
| PTPRC_F | PTPRC (ENSBTAG00000023144) | NM_001206523.1 | ACCCAACCTTCTACTCAAGATG | 22.00 | 124.00 |
| PTPRC_R |  |  | CGTATTTGTTCTCACATGGTGG | 22.00 |  |
| CDH1_F | CDH1 (ENSBTAG00000015991) | NM_001002763.1 | CTGCATTCCTGGCTTTGGTG | 20.00 | 171.00 |
| CDH1_R |  |  | GTAAGCACGCCATCTGTGTG | 20.00 |  |
| KIT_F | KIT (ENSBTAG00000002699) | NM_001166484.1 | GAATAGCTGGCATCAGGGTG | 20 | 224 |
| KIT_R |  |  | CCAGATCCACATTCTCTCCATC | 22 |  |
| From Selvaraju et al., 2017 | |  |  |  |  |

| **Table S3.** RT-qPCR primers for validations of the mRNA-seq data. | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Primer name | Gene symbol  (Ensembl ID) | Accession number | Primer sequence (5'-3') | Primer length  (bp) | Product size  (bp) |
| PRM1_F1 | PRM1 (ENSBTAG00000021493) | NM_174156.2 | AAGATGTCGCAGACGAAGGAG | 21.00 | 222.00 |
| PRM1_R1 |  |  | GTGGCATTGTTCGTTAGCAGG | 21.00 |  |
| SCP2D1_F1 | SCP2D1 (ENSBTAG00000005202) | NM_001040507.2 | GGCAAGTTCAAAGTGAGCGG | 20.00 | 98.00 |
| SCP2D1_R1 |  |  | TTCCTGATATTCCGGCAGGC | 20.00 |  |
| SLC14A1_F1 | SLC14A1 (ENSBTAG00000025826) | NM_174655.2 | CACGAGCAGACCCACTCTT | 19.00 | 98.00 |
| SLC14A1_R1 |  |  | AGAGGGTAACCACAAACCTTCA | 22.00 |  |
| SLC14A1_F2 | SLC14A1 (ENSBTAG00000025826) | NM_174655.2 | CACGAGCAGACCCACTCTTTG | 21.00 | 88.00 |
| SLC14A1_R2 |  |  | CACAAACCTTCAAACCTGGACAT | 23.00 |  |
| RBBP6_F1 | RBBP6 (ENSBTAG00000009441) | NM_001304554.1 | ACAAGCACCACCTTTGTCCA | 20.00 | 77.00 |
| RBBP6_R1 |  |  | TGGACTTTTTCTTTTCCTCTTCTTT | 25.00 |  |
| CHD9_F1 | CHD9 (ENSBTAG00000002287) | NM_001205650.2 | CCTCTAGGGCGCAGACGAAA | 20.00 | 114.00 |
| CHD9_R1 |  |  | ATGAAGTGTCAGAATCCTTGGCT | 23.00 |  |
| NovelGene1_F1 | Novel Gene 1 (ENSBTAG00000048468) | / | ACCCTTCTCCCAACCAGTGA | 20.00 | 164.00 |
| NovelGene1_R1 |  |  | CTGAAGCTTGGCCCTTCTTG | 20.00 |  |
| NovelGene1_F2 | Novel Gene 1 (ENSBTAG00000048468) | / | CGTTGCCTTAACAGGTGGTG | 20.00 | 129.00 |
| NovelGene1_R2 |  |  | GAAGCTTGGCCCTTCTTGTTC | 21.00 |  |
| NovelGene2_F1 | Novel Gene 2 (ENSBTAG00000054826) | / | TAGGGTGATGGTGGCCTCATA | 21.00 | 199.00 |
| NovelGene2_R1 |  |  | CAGACCCATCACAAGCATGG | 20.00 |  |
| NovelGene2_F2 | Novel Gene 2 (ENSBTAG00000054826) | / | TCAGCTGTGAAGCCGTCTG | 19 | 86 |
| NovelGene2_R2 |  |  | AGACCCATCACAAGCATGGAA | 21 |  |

How the deposited data were processed for this re-analysis (not part of the article)

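Small RNA libraries from spermatozoa of 20 Holstein-Friesian bulls were used, 10 of high and 10 of low fertility, with 1 library per bull. The groups were taken from the labels of the deposited samples and the paper. The authors removed the adapters with Cutadapt, kept reads within a window of lengths, removed reads of other short RNA species, aligned the rest to the bovine genome (ARS-UCD1.2 with the Y chromosome) with Bowtie, and counted them on the mature bovine miRNAs of miRBase with miRDeep2. The values the authors deposited are a signal per miRNA and library, namely counts per library size divided by a TMM factor, on the scale of CPM. The geometric mean of the factors implied by the column totals was 1, as edgeR's TMM method gives. TMM factors computed from the recovered reads differed from the implied ones by between -1.37% and 2.89%. The table is described as counts, and the design fixed before the data were examined assumed counts and edgeR's quasi-likelihood test. Since the values are normalized, limma on their logarithm was used as the main test instead, and the quasi-likelihood test became an alternative. This limma fit gave all libraries equal weight, although 1 read is worth 9.19 in the shallowest library and 0.398 in the deepest. The choice therefore does not make limma better founded than the tests on recovered reads. Of the miRNAs of Figure 3, 5 passed the paper's thresholds with limma, and 6 or 7 did with the tests on recovered reads.

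The value of a single read in each library was taken as its commonest low value, and every value was divided by it. Of the values above 0, 95.0% came out whole. Of the 1029 miRNAs, 44 had a value that was not whole in some library, and 0 of these were among the 13 miRNAs of Figure 3. The recovered reads were rounded to whole numbers for the count tests. The recovered totals ranged from 103204 to 3097581 reads per library with a median of 1092881, which limits what can be seen of rare miRNAs. A miRNA at the floor of 3 reads has a normalized count of 27.6 in the shallowest library. No column was left without a sample, no name occurred more than once, so that using all rows as deposited leaves each result as it is, and no pair of libraries had identical values.

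miRNAs with a normalized count under 1 in at least 10 of the 20 bulls were removed, which left 435. The main comparison was made with limma (version 3.58.1, with a variance trend, in R 4.3.3) on log2(normalized count + 1), with HF over LF and no covariates, with Benjamini-Hochberg adjustment over the miRNAs tested. The paper's thresholds were used, an unadjusted p-value under 0.05 and a fold change over 1.5. The recovered reads were also tested with edgeR (version 4.0.16), by the likelihood ratio test with tagwise dispersions, and with DESeq2 (version 1.42.0). miRNAs of Figure 3 that did not pass the filter were fitted without it. Comparisons of single values between groups used two-sided permutation tests with 100000 resamples (scipy 1.17.1, numpy 2.4.6). The scalings tried moved the median log2 fold change of all miRNAs by less than 0.1. The distance between groups over all miRNAs was tested with 9999 permutations. Counts of miRNAs past a threshold were compared with 100 splits of the 20 bulls into groups of 10, the real one included.

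The tests were tested on simulated data before use. Counts for the 435 miRNAs were drawn from the real means and library sizes, with 200 of them changed 2-fold. limma found 147 of the 200 past both thresholds with the right sign, the likelihood ratio test 164 and the quasi-likelihood test 161, with 10, 10 and 9 unchanged miRNAs past the thresholds. With no miRNA changed, 13 passed the thresholds in each test and 0 had an adjusted p-value under 0.05.

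Alternatives for the test, the normalization, the filter and the bulls included were listed before the data were examined, and a few more were chosen after seeing the data. Named in the text are the miRNAs of Figure 3 and of Table 3, those of Table 4, others that the paper names as measured, the 10 with the smallest adjusted p-values under 0.05 (there were 0), the 5 with the smallest p-values among those past the thresholds and outside Figure 3 (there were 4), and members of marker lists written before the test. bta-miR-11987 was chosen after its values were seen. The ARS-UCD2.0 annotation was used only for which miRNA genes neighbour each other. Mature miRNA sequences were not used here, so effects of GC content were not tested. The mRNA libraries, RT-qPCR, western blot and flow cytometry were not analysed here, and neither were fertility scores of single bulls or the AI center of a bull.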

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

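The test on neighbouring genes and the selection of the deeper libraries were chosen only after the results were seen. In 78 groups of 10 bulls, the highest or lowest bull was compared with the others by its gap to the nearest one as a share of the group's range. 6 groups exceeded the 95% critical value of 0.466, where chance gives 3.9, so the number of such bulls is close to what chance gives.

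For bta-miR-1298, the gap was 0.748 of the range for HF replicate 14 (48 reads, a normalized count of 36.5) and 0.868 for LF replicate 11 (9 reads, 27.8). The log2 fold change was 0.62 (p = 0.29 from limma) without the former and 1.36 (p = 0.017 from limma) without the latter. In the likelihood ratio test it was 0.21 (p = 0.78) without the former and 2.55 (p = 0.00066) without the latter. LF replicate 11 is the shallowest LF library with 310186 reads, so that depth could contribute to its level, while HF replicate 14 has 1154592 reads. Whether these levels are properties of the bulls cannot be told from 1 library each.

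For bta-miR-2285t, the gap was 0.496 of the range for HF replicate 6, which had 5 reads. For bta-miR-2397-3p it was 0.697 for LF replicate 19, also with 5 reads, while the highest of the other LF bulls was at 1.23. Both rest on so few reads that counting error alone is large, and no other explanation was tested.

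For bta-miR-2284x, HF replicate 17 was at 57675 and the other HF bulls lay between 18515 and 36548, a gap of 0.540 of the range. This is the shallowest library, but the value rests on 6275 reads, so counting error does not account for it. The share of bta-miR-100 was 49.8% in HF replicate 2, the deepest library, and between 36.5% and 43.1% in the other HF bulls, a gap of 0.509 of the range. These single bulls stand apart within a group, for which the design gives no biological explanation, and none was tested.

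Outside Figure 3, 4 miRNAs passed the thresholds. bta-miR-2397-3p had a log2 fold change of 0.94 (standard error 0.37, p = 0.019, adjusted p = 0.94 from limma) and was higher than the LF median in 9 of 10 HF bulls, on a mean of 2.2 reads per library. Its unadjusted p-value was at most 0.044 in the alternatives tried and at most 0.036 in the 20 fits without a bull. bta-miR-361 had a log2 fold change of -1.06 (standard error 0.44, p = 0.024, adjusted p = 0.94 from limma) and was lower than the LF median in 9 of 10 HF bulls. bta-miR-2346 had 0.72 (standard error 0.31, p = 0.030, adjusted p = 0.94 from limma) and was higher in 9 of 10. bta-miR-374a had -0.67 (standard error 0.30, p = 0.035, adjusted p = 0.94 from limma) and was lower in 8 of 10. The log2 fold change of bta-miR-361 lay between -1.21 and -0.66 with each bull left out in turn (limma). In the likelihood ratio test it was -0.69. The shallowest library, HF replicate 17, held 0 reads of bta-miR-361, while the other HF bulls lay between 7.56 and 28.9. In libraries with at least 500000 recovered reads, a selection chosen after seeing the data, the p-values of bta-miR-361, bta-miR-2346 and bta-miR-374a were 0.089, 0.085 and 0.15 from limma, and that of bta-miR-2397-3p was 0.011. In the likelihood ratio test bta-miR-2397-3p (p = 0.014), bta-miR-361 (p = 0.014) and bta-miR-374a (p = 0.021) passed both thresholds, and bta-miR-2346 (p = 0.14) did not. The number of miRNAs past the thresholds was as large in 83 of 100 splits of the bulls, so a list of this length cannot be told apart from a chance division of the bulls. bta-miR-374a shares a neighbourhood on the X chromosome with bta-miR-374b. Whether their differences depend on each other was not tested.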

How the results depend on the processing

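The number of miRNAs with an unadjusted p-value under 0.05 and a fold change over 1.5 was 9 with limma on log2(normalized count + 1). It rose to 14 with the likelihood ratio test on recovered reads and to 15 without a filter, and fell to 0 with at least 10 counts required in every bull. A pseudocount of 10, chosen after seeing the data, gave 1. With total count normalization it was 10, of which 3 were higher and 7 lower in HF bulls, against 4 and 5 of the 9. limma-voom gave 11, of which 7 were higher and 4 lower, so the more frequent direction changed with the test. DESeq2 gave 11, of which 5 were higher and 6 lower, and the remaining alternatives between 7 and 13. It lay between 7 and 15 across the 20 fits that each left out one bull. The larger pseudocount shrinks the fold changes of rare miRNAs, and its fit still had 16 unadjusted p-values under 0.05. None of the 9 has 10 counts in every bull, so 0 of them were tested with that filter. Without a filter all 9 stayed, and the other 6 were miRNAs the filter removes. For the change to 14 with the likelihood ratio test the cause was not tested. Of the 9 miRNAs, 8 were also past the thresholds in the likelihood ratio test.

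The number with an adjusted p-value under 0.05 was 0 with limma and in each of its alternatives, including all 20 fits that left out one bull, where between 10 and 21 miRNAs had an unadjusted p-value under 0.05. The smallest adjusted p-value over these alternatives lay between 0.15 and 0.97. In the likelihood ratio test it was 0.24, and it fell under 0.05 only for bta-miR-155 when HF replicate 12 (0.030) or LF replicate 5 (0.022) was left out.

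Of the 13 miRNAs of Figure 3, 5 were past the thresholds with limma. With at least 10 counts in every bull or a pseudocount of 10 this number was 0, with array weights 8 and in libraries with at least 500000 recovered reads 9, the last 3 settings having been chosen after seeing the data. It lay between 3 and 8 across the fits that each left out one bull. The filter on counts leaves 1 of the 13 to be tested. With the pseudocount of 10, 7 of the 10 that pass the main filter had p under 0.05, but the largest fold change was 1.48 in size, under the threshold. For array weights and the deeper libraries the cause was not tested.

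In the likelihood ratio test, 14 miRNAs were past the thresholds, 34 without a filter and 2 with at least 10 counts in every bull, and between 10 and 20 across the 20 fits that each left out one bull. Of the 14, 2 were tested with the filter on counts, and both stayed past the thresholds. Without a filter 13 of the 14 stayed, and the other 21 were miRNAs the filter removes.

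bta-miR-155 and bta-miR-374b had unadjusted p-values under 0.05 in each alternative that tests them and with any bull left out. Among the 17 named miRNAs other than bta-miR-100 and bta-miR-34c, 0 log2 fold changes changed sign. In the alternatives other than leaving out a bull, 18 fell behind the p-value threshold and 12 moved past it, and with a bull left out 49 fell behind it and 7 moved past it.

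The log2 fold changes of bta-miR-100 and bta-miR-34c stayed above 0 in each alternative. With limma and the tests set beside it they lay from 0.073 to 0.16 and from 0.15 to 0.27, and with limma with each bull left out from 0.069 to 0.18 and from 0.18 to 0.32. bta-miR-34c had p = 0.041 in 1 of those fits. Within the likelihood ratio test they lay from 0.071 to 0.16 and from 0.17 to 0.28, and with each bull left out from 0.042 to 0.18 and from 0.16 to 0.29. The ratio of bta-miR-100 to bta-miR-125b had no stable sign. Its difference of -0.032 became 0.29 relative to bta-miR-125a (permutation p = 0.62) and lay between -0.18 and 0.10 with each bull left out. Relative to the sum of bta-miR-125a and bta-miR-125b it was -0.030. The difference for bta-miR-34c, 0.082, lay between -0.058 and 0.22 with each bull left out, and relative to bta-miR-125a it was 0.41 (permutation p = 0.43). The group means of the references themselves differ, by 0.17 for bta-miR-125b and -0.16 for bta-miR-125a, which moves both ratios by 0.33. Neither reference differed beyond the spread between bulls (p = 0.52 and p = 0.76 from limma). For the changes of sign with a bull left out the cause was not tested.

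The number of expressed miRNAs, 435, fell to 287 with a normalized count of at least 1 in every bull and rose to 731 with any count in any bull. It was 438 to 449 with each bull left out, where the filter asks for 1 bull fewer and the number can only rise. The totals per library, the share of bta-miR-100 and the mean counts and percentages of Table 3 moved by less than the SD between bulls in the alternatives tried, a wide measure for values from the same 20 libraries. The share of the distance between bulls explained by fertility group was 4.67% (permutation p = 0.72), and 5.23% with Spearman rank distance, 4.86% with at least 10 counts in every bull and 4.83% with total count normalization (permutation p = 0.45, 0.49 and 0.64).

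Depth limits the rare miRNAs. Of the 13 miRNAs of Figure 3, 7 had a median under 10 reads per library. No paired analysis was possible because the HF and LF bulls share no replicate numbers.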

Differences from the paper's values

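The paper gives 14.8 M sequenced reads per sample. The reads counted on miRNAs that the deposited values rest on were 1.17 M per library, a quantity that is not the same as the paper's.

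Here and below, a gap is called closed where the log2 fold change came within 1 standard error of the main fit from the figure's value. For bta-miR-1298, the fold change was 1.94 with limma, against the paper's about 5.5 in Fig. 3, read by eye. The likelihood ratio test without LF replicate 11 gave 5.86, which closed the gap. The other alternatives set before the data were examined did not, and without HF replicate 14 the likelihood ratio test gave 1.16. A pseudocount of 0.1, chosen after seeing the values, gave 3.85, within the error.

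For bta-miR-2342, the fold change was 1.49, against the paper's about 2.2 in Fig. 3, read by eye. The gap was closed by the likelihood ratio test (1.92), DESeq2 (2.00), limma-voom (2.11), robust quasi-likelihood (1.93) and by leaving out HF replicate 3, 9 or 17 (1.65 each) or LF replicate 19 (1.71). With limma, RLE, upper quartile, total count normalization, TMM without bta-miR-100, no filter and the remaining fits that left out a bull did not close it. The quasi-likelihood test (1.93) and a pseudocount of 0.1 (2.36), both chosen after seeing the values, closed it too.

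For bta-miR-338, the signed fold change was -1.77, against the paper's about -3.1 in Fig. 3, read by eye. It was -2.78 in the likelihood ratio test, -2.81 with DESeq2 and -2.79 with robust quasi-likelihood, which closed the gap. Within the likelihood ratio test it was -2.79 with the filter at 10 or more bulls and between -3.08 and -2.44 in the 10 fits without 1 bull in which it was tested, all of which closed it. limma-voom (-2.04), and limma with RLE, upper quartile, total count normalization, TMM without bta-miR-100, the filter at 10 or more bulls, no filter or a bull left out, did not. The quasi-likelihood test (-2.79) and a pseudocount of 0.1 (-3.03), both chosen after seeing the values, closed it too.

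For bta-miR-100, the fold change was 1.10, against the paper's about 1.2 in Fig. 4, read by eye. This gap is only slightly wider than the standard error of 0.12 on the log2 scale. The values that closed it were at most 1.13 and also under 1.2, so they do not explain a difference from the figure. Upper quartile normalization (1.11) and leaving out HF replicate 3, 9, 14, 15 or 17 or LF replicate 1, 7 or 11 (from 1.10 to 1.13) closed the gap with limma. Within the likelihood ratio test, upper quartile normalization (1.12) and leaving out HF replicate 3, 14, 15 or 17 or LF replicate 1, 7 or 11 (from 1.11 to 1.13) closed it. The other alternatives set before the data were examined did not. Array weights (1.11), chosen after seeing the values, closed it too.

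The paper lists 13 differentially expressed miRNAs. With limma 9 miRNAs passed the thresholds, 5 of them among those 13. Array weights, chosen after seeing the values, gave 13, of which 6 were higher and 7 lower in HF bulls, but 8 of these 13 are miRNAs of Figure 3. A total of 13 was also given by the likelihood ratio test without HF replicate 16, with 7 miRNAs of Figure 3, or without LF replicate 18, with 6. The overlap with Figure 3 depended most on LF replicate 11. Without it the likelihood ratio test gave 16 miRNAs, 11 of them of Figure 3, and limma gave 14, 8 of them of Figure 3. In both tests this was the largest overlap among the fits that left out one bull, and its cause was not tested.

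The miRNAs of Figure 3 not past the thresholds with limma were called as follows. bta-miR-486 passed with the likelihood ratio test, DESeq2, limma-voom, robust quasi-likelihood and upper quartile normalization, with limma without HF replicate 2, 10, 16 or 17 or LF replicate 1, 7, 11 or 13, and with the quasi-likelihood test, a pseudocount of 0.1, array weights and libraries with at least 500000 recovered reads, these 4 chosen after seeing the values. Within the likelihood ratio test it also passed with RLE, upper quartile, TMM without bta-miR-100, the filter at 10 or more bulls, no filter and the filter on CPM by total count, and in 17 of 20 fits without 1 bull. bta-miR-1298 passed with limma-voom, without LF replicate 11 (limma and the likelihood ratio test), and with array weights and libraries with at least 500000 recovered reads, both chosen after seeing the values. bta-miR-146a passed with total count normalization, with limma without HF replicate 15 or 17 or LF replicate 11, with the likelihood ratio test without HF replicate 15 or LF replicate 11, and with array weights and the deeper libraries, both chosen after seeing the values. bta-miR-98 passed with limma without LF replicate 11 and with the likelihood ratio test without HF replicate 3 or 15 or LF replicate 11. bta-miR-338 passed with the likelihood ratio test with the filter at 10 or more bulls, without a filter, and in all 10 fits without 1 bull in which it was tested, with limma without LF replicate 1, 11 or 13, and in the deeper libraries, chosen after seeing the values. Fitted without the filter, bta-miR-338 also passed with the likelihood ratio test (p = 0.028), robust quasi-likelihood (p = 0.034) and limma without HF replicate 2 (p = 0.037) or 9 (p = 0.025), and with the quasi-likelihood test (p = 0.033) and array weights (p = 0.022), both chosen after seeing the values. bta-miR-655 passed with the likelihood ratio test, also with RLE, total count, TMM without bta-miR-100, the filter at 10 or more bulls and the filter on CPM by total count, and in 9 of 20 fits without 1 bull. bta-miR-2285t passed with the likelihood ratio test without HF replicate 2, 10 or 15. bta-miR-2342, fitted without the filter, passed with limma-voom (p = 0.041).

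The legend of Figure 3 states that a positive log fold change means a higher level in low fertility bulls, while the text names bta-miR-486, drawn at a positive value, as higher in high fertility bulls and bta-miR-155, bta-miR-146a and bta-miR-374b, drawn at negative values, as lower. The axis is labeled as a log fold change, and its values were read here as signed fold changes because no miRNA is drawn near 0. The log2 fold changes here are high over low fertility, and bta-miR-486, for example, was at 27.4 in HF and 18.3 in LF bulls, the direction of the text.

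The mean counts of Table 3 were below the mean recovered reads for all 20 miRNAs, the latter being between 1.22 and 1.91 times the paper's. With deposited values in place of reads the ratio lay between 0.997 and 1.71, and with medians between 0.916 and 1.80.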

Other observations

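The tests on splits of the likelihood ratio count, of the adjusted count and of the Figure 3 list, and those on neighbouring genes, epithelial markers and bta-miR-11987 were chosen only after the results were seen. The other split test and the leukocyte and erythrocyte marker tests were set before.

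The 20 bulls were divided into groups of 10 in 100 ways, the real one included. With limma, 83 of the 100 splits gave at least as many miRNAs past the thresholds as the 9 of the real split. With the likelihood ratio test, 67 of the 100 splits gave at least as many as its 14. These numbers of miRNAs are therefore what a random division of the bulls gives. For adjusted p-values under 0.05 the count is 0 with limma, so that all 100 splits have as many and the comparison is uninformative; 15 miRNAs had an unadjusted p-value under 0.05. For the 13 miRNAs of Figure 3, 1 of the 100 splits, the real one, had as many as 5 past the thresholds, but the list was chosen on these same bulls, so this cannot be told apart from that choice.

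The lower levels of bta-miR-155 and bta-miR-146a in HF bulls might come from leukocytes in the LF samples. The paper lysed somatic cells before extraction and saw no leukocyte transcript (PTPRC) by RT-PCR in the samples it tested. The other leukocyte miRNAs of a list written beforehand had no common direction. Of these, bta-miR-223 and bta-miR-142-3p rest on few reads, with means of 2.15 and 3 per library. bta-miR-223 (log2 difference -0.51, permutation p = 0.20) and bta-miR-142-5p (-0.22, permutation p = 0.61) were lower in HF bulls, bta-miR-142-3p (0.46, permutation p = 0.39) and bta-miR-150 (0.63, permutation p = 0.18) were higher, none of them beyond the spread between bulls, and the mean difference was 0.088 (permutation p = 0.74). These miRNAs were far below bta-miR-146a, which was at 2987 in HF and 4200 in LF bulls. In HF and LF bulls, bta-miR-142-5p was at 86.0 and 99.3 and bta-miR-150 at 25.6 and 16.6. bta-miR-223 was at 1.59 and 2.46, and bta-miR-142-3p at 2.71 and 2.48. For bta-miR-146a this argues against leukocyte RNA, unless leukocytes hold far more of it than of these miRNAs, which was not tested. For bta-miR-155, at 7.14 and 13.9, these levels do not decide. The higher level of bta-miR-486 in HF bulls might come from erythrocytes. The mean of bta-miR-451 and bta-miR-144 differed by 0.076 (permutation p = 0.76). bta-miR-144 did not pass the filter and was counted with at most 2 reads in a library, so it adds little to this test. bta-miR-451 alone differed by 0.14 (permutation p = 0.73). Neither mean differed beyond the spread between bulls, though opposite differences cancel in the leukocyte mean, and a biological origin remains a hypothesis, since a chance division of the bulls was not ruled out.

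bta-miR-429 and bta-miR-200a, markers of epithelial cells, were lower in HF bulls. bta-miR-429 had a log2 fold change of -0.47 (p = 0.014, adjusted p = 0.94 from limma) and was below the LF median in 8 of 10 HF bulls. bta-miR-200a had -0.28 (p = 0.040, adjusted p = 0.94 from limma) and was below it in all 10. The other members were each lower in HF bulls too. The log2 differences were -0.23 for bta-miR-200b (permutation p = 0.13), -0.39 for bta-miR-200c (permutation p = 0.14) and -0.42 for bta-miR-141 (permutation p = 0.17). Their mean differed by -0.34, not beyond the spread between bulls (permutation p = 0.088). The common direction goes with RNA from epithelial cells as a possible explanation, which this test neither bears out nor rules out. Against it stands the paper's own control, in which RT-PCR after somatic cell lysis gave no epithelial transcript (CDH1) in the tested samples.

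bta-miR-374b has neighbours on the X chromosome in the ARS-UCD2.0 annotation, the genes of bta-miR-374a, bta-miR-374c, bta-miR-545 and bta-miR-421. Those that passed the filter, bta-miR-374a and bta-miR-421, had mean log2 levels lower in HF bulls (difference -0.71, permutation p = 0.022), with bta-miR-374a at -0.67 (permutation p = 0.040) and bta-miR-421 at -0.76 (permutation p = 0.12). This mean ran from 1.67 to 5.27 in HF and from 4.65 to 6.21 in LF bulls. HF replicate 17, the shallowest library, held 1 read of bta-miR-374a. How far the difference in the mean rests on that library was not tested. A candidate explanation is that they are transcribed together. The test gives little support for it, since bta-miR-374a was already among the miRNAs past the thresholds and the difference of bta-miR-421 alone did not exceed the spread between bulls. A difference between the groups also does not test whether the levels depend on each other, and reads shared between bta-miR-374a and bta-miR-374b were not tested.

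bta-miR-11987, chosen after its values were seen, was past the thresholds in the likelihood ratio test (log2 fold change -1.52, p = 0.0039, adjusted p = 0.48). With limma it was not (log2 fold change -0.62, p = 0.20). LF replicate 11 was at 52222 (16907 reads), and the other LF bulls lay between 1604 and 6891. Without this bull the log2 fold change in the likelihood ratio test was -0.33 (p = 0.33), so the difference may rest on one library. Whether that level is a property of this bull was not tested.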
